# The FSH–mTOR–CNP signaling axis initiates follicular antrum formation by regulating tight junction, ion pumps, and aquaporins

**DOI:** 10.1016/j.jbc.2023.105015

**Published:** 2023-07-05

**Authors:** Xiaodong Wang, Shanshan Zhou, Zian Wu, Ruiyan Liu, Zaohong Ran, Jianning Liao, Hongru Shi, Feng Wang, Jianguo Chen, Guoshi Liu, Aixin Liang, Liguo Yang, Shujun Zhang, Xiang Li, Changjiu He

**Keywords:** follicle, follicular antrum, FSH, CNP, mTOR, tight junction, ion pump, aquaporin

## Abstract

The initial formation of the follicular antrum (iFFA) serves as a dividing line between gonadotropin-independent and gonadotropin-dependent folliculogenesis, enabling the follicle to sensitively respond to gonadotropins for its further development. However, the mechanism underlying iFFA remains elusive. Herein, we reported that iFFA is characterized by enhanced fluid absorption, energy consumption, secretion, and proliferation and shares a regulatory mechanism with blastula cavity formation. By use of bioinformatics analysis, follicular culture, RNA interference, and other techniques, we further demonstrated that the tight junction, ion pumps, and aquaporins are essential for follicular fluid accumulation during iFFA, as a deficiency of any one of these negatively impacts fluid accumulation and antrum formation. The intraovarian mammalian target of rapamycin–C-type natriuretic peptide pathway, activated by follicle-stimulating hormone, initiated iFFA by activating tight junction, ion pumps, and aquaporins. Building on this, we promoted iFFA by transiently activating mammalian target of rapamycin in cultured follicles and significantly increased oocyte yield. These findings represent a significant advancement in iFFA research, further enhancing our understanding of folliculogenesis in mammals.

As the functional unit in the ovary, the follicle supports the female’s estrous cycle, secondary sexual characteristics, and fertility (1, 2). Folliculogenesis, a process of follicle development, can be divided into two distinct phases, that is, the gonadotropin-independent and the gonadotropin-dependent phases. The gonadotropin-independent phase begins with primordial follicle activation and ends before the initial formation of follicular antrum (iFFA). During this phase, the follicles have low responsiveness to gonadotropins because of the scarcity of gonadotropin receptors (3). On the other hand, the gonadotropin-dependent phase initiates with iFFA and completes with ovulation. At this phase, small antra form within the follicle, and the follicle eventually matures and ruptures under the stimulation of gonadotropins (4). Therefore, iFFA, characterized by both the scattered emergence of small antra and the accumulation of fluid, is considered as a dividing line between gonadotropin-independent and gonadotropin-dependent folliculogenesis. Obviously, iFFA plays a vital role in folliculogenesis as it enables the follicle to respond sensitively to gonadotropins for its further development.

Currently, through the use of gene editing, single-cell genomics, spatial genomics, and cell lineage tracing, the potential mechanisms of folliculogenesis are being progressively unveiled. For example, the key proteins synthesized by oocyte or follicular cells, including GDF9, SOHLH1/2, NOBOX, LHX8, FIGLA, and LFNG, are identified to regulate folliculogenesis (5, 6, 7, 8); mammalian target of rapamycin (mTOR)–Kit–Akt–Foxo3 has been confirmed as a key pathway to control follicle activation (9, 10, 11); the developmental dynamics of folliculogenesis (12, 13, 14, 15), the cytological events, and their underlying regulatory signaling during gonadotropin-dependent folliculogenesis have been extensively investigated (16, 17). However, the studies on iFFA are lagged behind. For example, the latest review on iFFA was published in 2010 (18), and only handful research articles on iFFA could be retrieved from the PubMed database (19, 20, 21, 22, 23, 24, 25, 26, 27, 28, 29, 30, 31, 32, 33, 34, 35, 36, 37, 38, 39, 40, 41, 42). In addition, the research targets are relative narrow. These include that cytokines (GDF9, BMP15, Kit ligand, and epidermal growth factor) secreted by the oocyte and follicular cell affect iFFA in the cultured follicles (19, 20, 21, 22, 23, 24); the osmotic pressure gradient created by mucopolysaccharides and proteoglycans is believed to be the power source of fluid for entry into the follicular antrum (25); follicle-stimulating hormone receptor (*FSHR*)-, *FSHβ*-, and *IGF1*-deficient mice have iFFA failure (26, 27, 28, 29), whereas *ESR1-* and *CYP19A1*-deficient mice have abnormally large follicular antra (30, 31); aquaporins are associated with the formation of follicular antrum, but inexplicably, aquaporin-8 deficiency led to increased size of follicular antrum either *in vivo* or *in vitro* (32, 33). Overall, iFFA remains a mysterious aspect of folliculogenesis, despite its physiological importance. Two potential reasons may hind the iFFA's research. One is that unlike follicular antrum enlargement, iFFA is a subtle process that lacks any notable morphological or endocrine-induced behavioral changes (43). The other is that determination of the exact timing of iFFA research is challenging because it occurs asynchronously during the continuous process of folliculogenesis without a fixed time frame.

In recent years, the unique developmental dynamics of mouse folliculogenesis have been uncovered, creating an opportunity to determine the ideal timing for researching iFFA. Specifically, a cohort of follicles are preassembled in the ovarian medulla during the fetal period. Once formed, these follicles are synchronously activated and become the first wave of folliculogenesis (12, 13, 14). In the current study, the time frame for researching iFFA was obtained by tracking the first wave of folliculogenesis in juvenile mice. Within this time frame, RNA-Seq and experiments were conducted to investigate the changes in follicular cells' life activities during iFFA, the signaling pathway regulating iFFA, and the mechanism underlying follicular fluid production. These findings are crucial for comprehending the process of establishing the follicular antrum from scratch.

## Results

### Postnatal day 14 to 16 was the time frame for studying iFFA *in vivo*

To determine the time frame for iFFA, juvenile mouse ovaries from postnatal day (PD) 13 to 16 were isolated to examine the indicators related to follicular cell differentiation since iFFA is accompanied by the differentiation of follicular cells (23). Quantitative RT–PCR (qRT–PCR) analysis showed that the expression of *CYP11A1* and *CYP19A1*, which indicate follicular cell differentiation, increased on PD15 and 16 (Fig. 1*A*). In correlation with gene expression, the serum levels of estradiol and progesterone increased on PD15 and 16 (Fig. 1*B*). The morphological analysis from the collected ovaries also showed a sudden increase in ovarian weight (Fig. 1, *C* and *D*) and follicular area (Fig. 1, *C* and *E*) on PD15 and 16. Moreover, the earliest appearance of follicular antra was observed in the ovaries of PD15 (Fig. 1, *C* and *F*). Since only small antral follicles can respond to gonadotropin in prepubertal ovaries, we conducted superovulation to verify the emergence time of iFFA. Consistent with morphological changes, the release of oocytes in the oviducts of mice on PD15 and 16 after superovulation treatment was observed (Fig. 1, *G* and *H*). These data supported that PD14 to 16 is the designated time frame for studying mouse iFFA *in vivo*.

**Figure 1:**
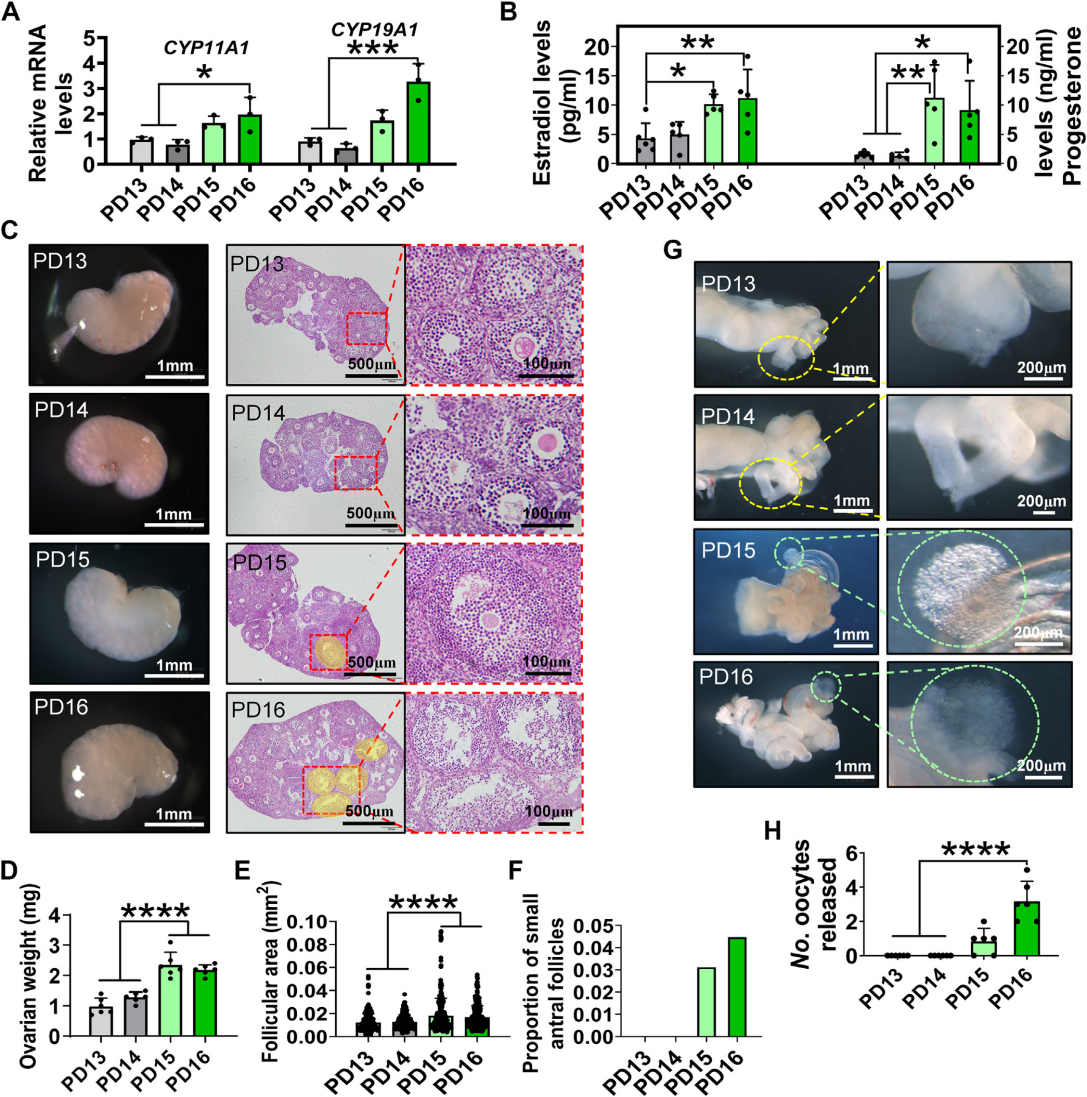
**PD14–16 was the time frame for studying iFFA *in vivo*.***A*, expression of genes indicating follicular cell differentiation, n = 3 ovaries, collected from three mice. *B*, serum levels of estradiol and progesterone, n = 6 (PD13) and 5 (PD14–16) mice. *C*, representative photographs of ovaries and ovarian slices, the areas covered in *yellow* are small antral follicles. *D*, ovarian weight, n = 6 biologically independent ovaries. *E*, the follicular area. n = 301 (PD13), 386 (PD14), 425 (PD15), and 364 (PD16) follicles, from three different ovaries. *F*, proportion of small antral follicles. *G*, representative photographs showed ovaries responding to superovulation as early as PD15. The oocytes are surrounded by *green circles*. *H*, statistical chart of the oocytes released, n = 6 oviducts, collected from three mice. Statistical significance was determined using one-way ANOVA followed by Tukey’s post hoc test. Values are mean ± SD. ∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001, and ∗∗∗∗*p* < 0.0001. The experiments of *A*, *B*, *D*, and *H* were repeated three times, and similar results were obtained. iFFA, initial formation of the follicular antrum; PD, postnatal day.

### The alterations of cellular events occurring during iFFA uncovered by bioinformatics analysis

To investigate the regulatory mechanism underlying iFFA, the cellular activities within ovaries from PD14 to 16 were analyzed by RNA-Seq. 

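Ovaries of juvenile mice were collected on PD14, PD15 and PD16, and libraries were prepared from their RNA with the NEBNext Ultra kit and sequenced on an Illumina HiSeq platform by Novogene. The data comprised 9 libraries, 3 for each day. The paper describes the material as ovaries, whereas the deposited labels give the tissue as ovary and the source as granulosa cells, and the libraries were treated as ovaries. The authors deposited a table of FPKM for each library, which lists 52025 genes, and 18068 of these genes were at 0 in every library. The tables hold FPKM without counts, and the paper's text does not name the aligner, the genome build or the annotation. The depth was therefore derived from the tables. The low FPKM of a gene are multiples of a step that stands for a single fragment. From this step and the exon lengths of GENCODE M21, the PD14 libraries held 20.4 to 24.5 M mapped fragments, with a median of 24.2 M. The PD15 libraries held 23.8 to 28.7 M, with a median of 25.5 M, and the PD16 libraries 22.7 to 25.4 M, with a median of 23.8 M. Between 14590 and 14923 genes per library had an FPKM above 1. The 10 most abundant genes took 7.55% to 8.97% of the summed FPKM of a library, and mitochondrial genes 5.19% to 6.27%. The Pearson correlation of log2(FPKM + 1) across genes was 0.992 to 0.994 between libraries of the same day and 0.989 to 0.992 between libraries of different days, although genes are not independent replicates. FPKM was used as deposited, without further scaling between libraries. Genes were tested when their mean FPKM was above 1 on at least 1 day, since the paper defines expressed genes by an FPKM above 1, and 15495 genes passed. Tests between days were made with limma on log2(FPKM + 1), with all 9 libraries in 1 model and p-values adjusted by the Benjamini-Hochberg method. Simulated changes of 0.5, 1 and 2 on the log2 scale in 200 genes at PD15 were recovered for 55.5%, 90.5% and 97.5% of these genes at an adjusted p under 0.05.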

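Principal components were computed from the centred log2(FPKM + 1) of the genes tested. The first component held 23.6% of the variance, the second 19.9% and the third 14.7%. On the first component, the PD14 libraries lay between -17.3 and -10.9, the PD15 libraries between -1.76 and 0.948, and the PD16 libraries between 12.3 and 17.5. On the second component, the PD15 libraries lay between -17.8 and -12.0 and the libraries of the other days between 4.81 and 10.0. Differences between the days made up 42.8% of the total sum of squares, against a mean of 25% over all 280 groupings of the libraries into 3 groups of 3. No other grouping reached this share, the next-highest giving 36.3% (exact permutation test, one-sided, p = 0.00357, the smallest p that 280 groupings allow). The share was lowest, at 37.8%, when every gene with a value above 0 in any library was used, and the exact p rose to 0.00714 when each gene was scaled to unit variance. In limma's F test, 469 genes differed among the days at an adjusted p under 0.05, and 3456 at an unadjusted p under 0.05. Between PD14 and PD15, 52 genes rose and 53 fell at an adjusted p under 0.05. Between PD14 and PD16, 366 genes rose and 293 fell, and between PD15 and PD16 67 rose and 46 fell. The libraries of PD16 and PD14 did not overlap for 28.5% of the genes, where chance gives 10%, and this share was 20.6% for PD15 and PD14. These counts depended on single libraries. Without PD15 replicate 1, 3 genes differed between PD14 and PD15, and without PD16 replicate 1, 92 genes differed between PD14 and PD16.

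**Figure D1:**
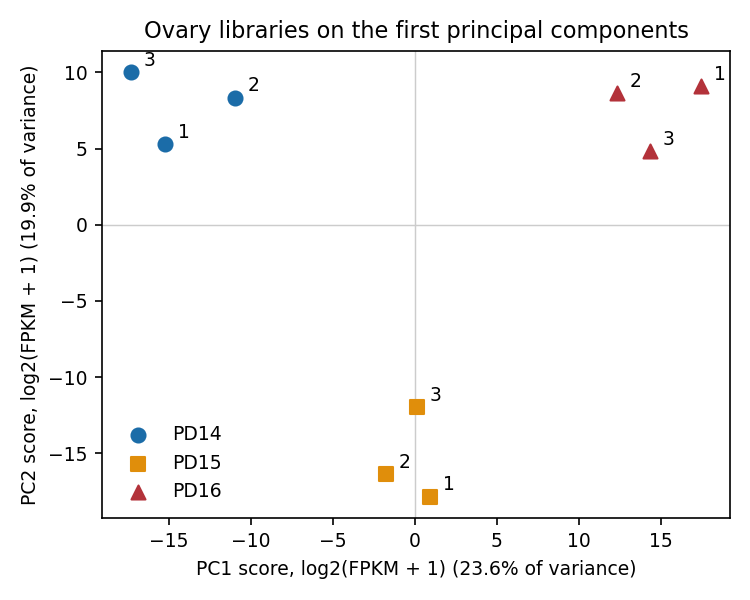
The first (x axis) and second (y axis) principal components of log2(FPKM + 1) for the 9 ovary libraries, 3 per day, with the share of variance of each component in percent. The days are ordered along the first component, and the PD15 libraries lie apart from the others on the second.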

The principal component analysis revealed significant differences in transcriptional profile during iFFA (Fig. 2*A*). 

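The Short Time-series Expression Miner assigns each gene to the most similar of 16 model profiles of its mean FPKM relative to PD14. The assignment was repeated on the log2 ratios of the day means, with no minimum change, and 15477 of the genes tested received a profile. The expected number for each profile was the mean over the 6 orders of the days. Profiles 9 to 14, which form the upregulated cluster in Fig. 2B, held 5873 genes (37.9%), where 6048 (39.1%) were expected. Profiles 11, 12 and 13 together held 2905 genes (18.8%), where 2140 (13.8%) were expected. Fig. 2B, made from these same libraries, gives these profiles a low binomial p, so grouping them is not independent of the data. Separately, profile 11 held 1195 genes (p = 7.2e-09), profile 12 held 747 (p = 4.8e-32) and profile 13 held 963 (p = 4.4e-32), by a one-sided binomial test that takes genes as independent. The excess in profile 11 depended on single libraries, with a binomial p of 0.146 without PD16 replicate 3 (1020 genes, 988 expected) and 0.00992 without PD15 replicate 3, and of 0.251 with the median in place of the mean of each day. Profiles 9, 10 and 14 held fewer genes than expected. Profile 15, which rises on both days and lies outside the cluster, held 1059 genes where 651 were expected (binomial p = 2.2e-51). The 6 downregulated profiles, 0, 1, 2, 3, 4 and 7, held 5414 genes where 5159 were expected, and the binomial p was 1.7e-11 for profile 0, 3.2e-06 for profile 3 and 3.5e-05 for profile 4. Without PD15 replicate 3, these profiles held 5129 genes where 5171 were expected, and the binomial p was 0.127 for profile 0, 0.0306 for profile 3 and 0.131 for profile 4. For profile 4, it was also 0.214 without PD15 replicate 1 and 0.507 without PD16 replicate 3. Most changes were small. The median range of the day means in the upregulated cluster was 0.20 on the log2 scale, 1522 of its genes had a lower mean FPKM at PD16 than at PD14, and 250 (4.26%) were higher at PD15 or PD16 than at PD14 with an adjusted p under 0.05 in limma. In profiles 11, 12 and 13, the last number was 220 (7.57%). With a minimum change of 0.5 on the log2 scale between the days, the cluster held 933 genes where 898 were expected, and profiles 11, 12 and 13 held 315 where 314 were expected. With a minimum change of 1, the setting that moved the number most, the cluster held 264 genes.

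**Figure D2:**
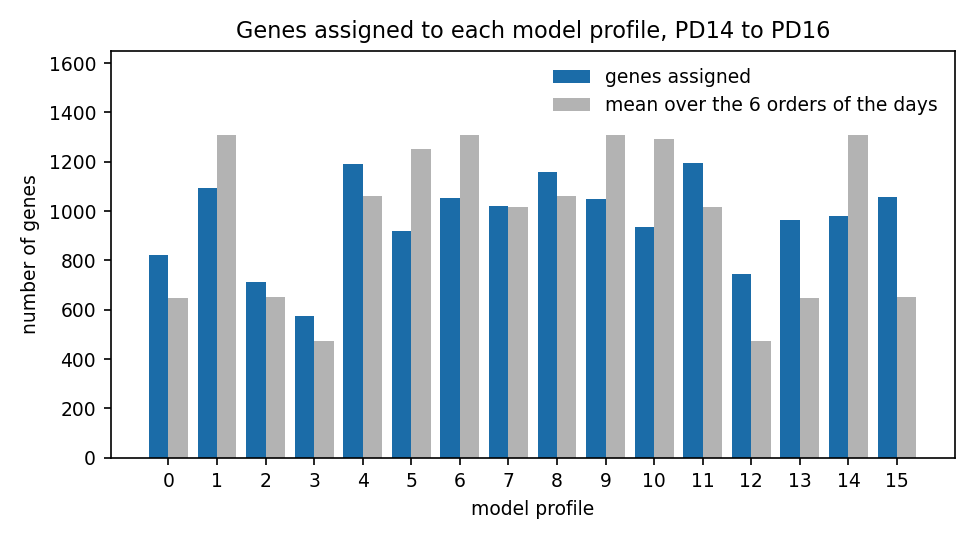
Number of genes (y axis) assigned to each of the 16 model profiles (x axis) from PD14 to PD16 beside the mean number over the 6 orders of the days. Profiles 11, 12, 13 and 15 hold more genes than that mean, and profiles 9, 10 and 14 fewer.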

The Short Time-series Expression Miner (STEM) analysis identified two distinguishable gene expression clusters during iFFA, that is, the upregulated and the downregulated expression clusters (Fig. 2*B*).

**Figure 2:**
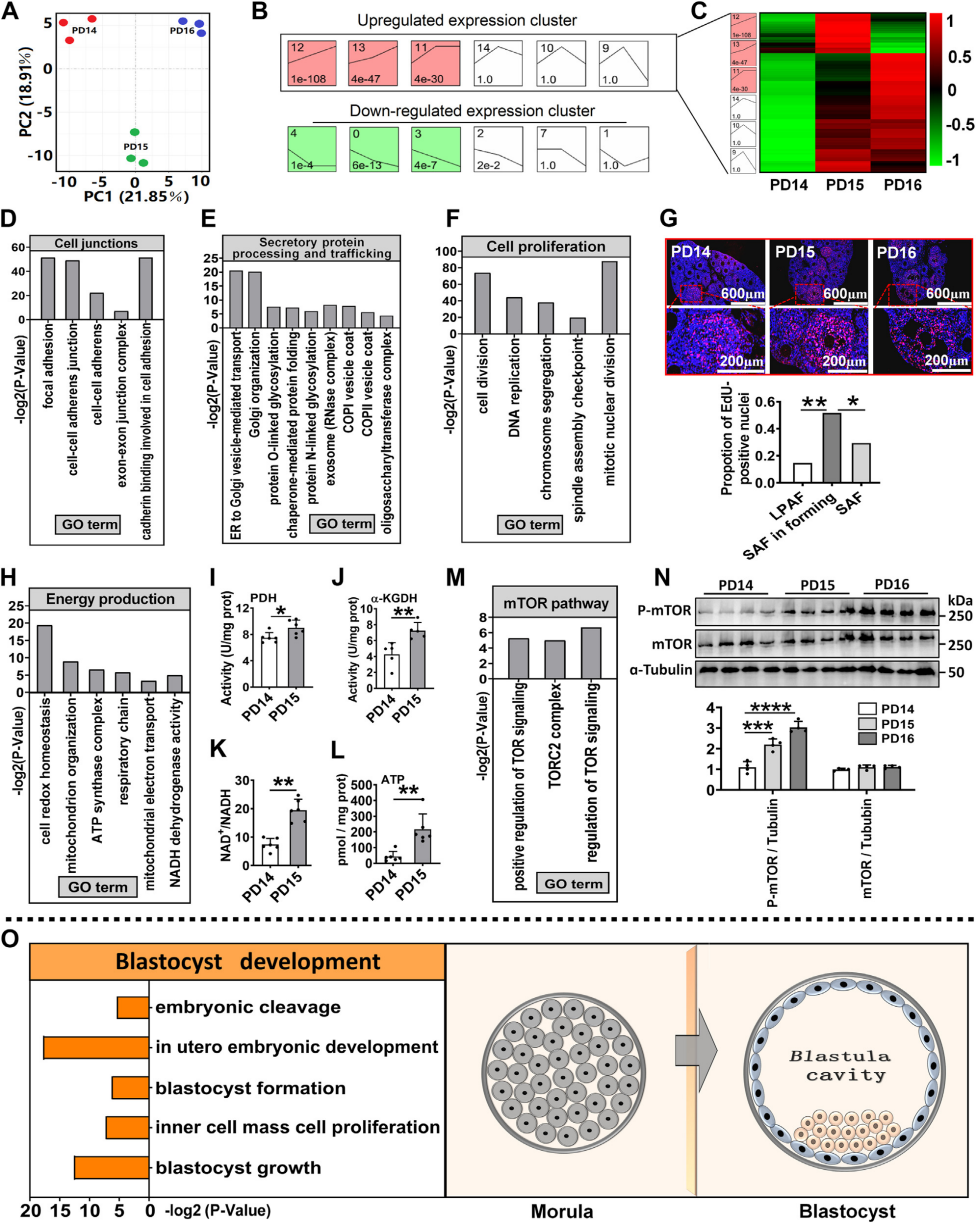
**The alterations of cellular events occurring during iFFA uncovered by bioinformatics analysis.***A*, principal component analysis of the change in transcriptome, n = 3 biologically independent ovaries. *B*, classification of gene expression clusters. *C*, heat map of genes in upregulated expression cluster. *D*, cytological events related to “cell junctions.” *E*, cytological events related to “secretory protein processing and trafficking.” *F*, cytological events related to “cell proliferation.” *G*, follicular cell proliferation measured by EdU *in vivo* staining. The red dots represented EdU-positive nuclei, n = 3 biologically independent sections, the experiments were repeated two times independently, and similar results were obtained. *H*, cytological events related to “energy production.” *I*, activity of pyruvate dehydrogenase (PDH), n = 6 biologically independent ovaries. *J*, activity of ɑ-ketoglutaricdehydrogenase (ɑ-KGDH), n = 5 biologically independent ovaries. *K*, ratio of NAD^+^/NADH, n = 6 biologically independent ovaries. *L*, ATP contents, n = 6 biologically independent ovaries. *M*, cytological events related to “mTOR pathway.” *N*, phosphorylation of mTOR in ovaries. The original blots can be viewed in Fig. S16. *O*, cytological events related to “blastocyst development.” *Left*: GO analysis, *right*: schematic diagram of blastula cavity formation. Statistical significance was determined using two-tailed unpaired Student’s *t* test or Chi-squared test (Fig. 2*G*). Values are mean ± SD. ∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001, and ∗∗∗∗*p* < 0.0001. The experiments of *I*, *J*, *K*, *L*, and *N* were repeated three times, and similar results were obtained. GO, Gene Ontology; iFFA, initial formation of the follicular antrum; LPAF, large preantral follicle; mTOR, mammalian target of rapamycin; SAF, small antral follicle.

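GO terms were represented by 8 lists of mouse genes with known functions, which were tested together with 13 lists of cell-type markers and of genes that the paper measures. Each list was compared with the upregulated cluster by a one-sided Fisher's exact test over the genes with a profile, in which genes are the units. At an adjusted p under 0.05, the cluster was enriched for 3 of the 21 lists, namely the cell proliferation genes, the secretory protein genes of Fig. S1C and the oocyte markers. Of the 24 oocyte markers, 16 were in the cluster (adjusted Fisher p = 0.0285), and this call was lost without PD14 replicate 2 (adjusted p = 1.0). With a minimum change of 0.5 on the log2 scale, 0 lists were enriched, and in profiles 11, 12 and 13 alone 5 were. With the median of the 3 libraries of a day in place of the mean, only the cell proliferation genes were enriched. Whether a list moved between the days relative to the other genes was tested in the libraries with limma's camera, at a preset inter-gene correlation of 0.01. At PD15, 4 lists had shifted from PD14 at an adjusted p under 0.05, of which the blood cell markers fell and the others rose. At PD16, 7 lists had shifted, of which the oocyte markers and the oviduct and epithelial markers fell and the others rose. With the correlation estimated from the data, 1 list passed on each day, the secretory protein genes of Fig. S1C. The authors drew this list from the upregulated cluster of these libraries, so its enrichment and its shifts are not independent evidence. With limma's fry, this list alone passed at PD15, and 5 lists passed at PD16, which were the secretory protein genes, the mTOR pathway, the transcription, the blastocyst and the oviduct lists. Genes of these lists with an adjusted p under 0.05 over all genes tested are named at each list because of that value.

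**Figure D3:**
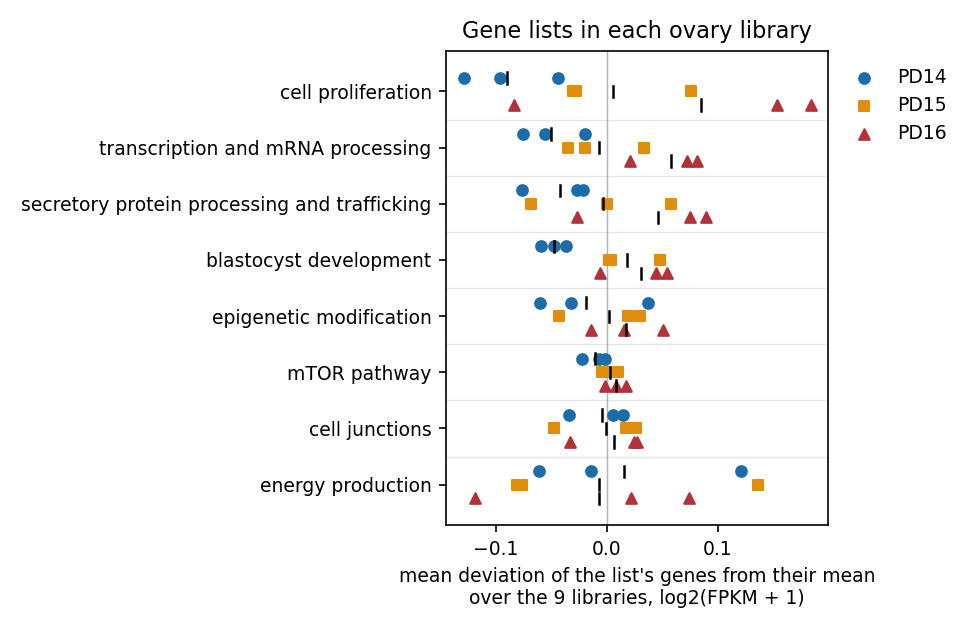
Mean deviation of the genes of each of the 8 function lists from their mean over the 9 libraries, in log2(FPKM + 1) (x axis), for every library, with a black tick at the mean of each day. For cell proliferation, PD16 replicate 3 lies at -0.08 and the other PD16 libraries at 0.15 and 0.18.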

Gene Ontology (GO) analysis of the genes in upregulated expression cluster (Fig. 2*C*) has revealed activations of multiple cytological events during iFFA. These events are associated with “transcription” (Fig. S1*A*), “epigenetic modification” (Fig. S1*B*), and “cell junctions” (Fig. 2*D*). 

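The transcription list held 68 genes for transcription and mRNA processing. In the upregulated cluster, 33 of them were found (48.5%, adjusted Fisher p = 0.202). With each library left out in turn, the adjusted Fisher p ranged from 0.0280 (without PD15 replicate 2, the only fit under 0.05) to 0.896. From PD14 to PD16, 55 of the 68 genes rose, with a median log2 change of 0.10, and the list had shifted (adjusted p = 1.0e-05, camera in limma). The rise at PD15 was smaller, with 44 genes higher and a median log2 change of 0.05 (adjusted p = 0.0553, camera in limma), and it was called in 3 of the 9 fits without a library (camera adjusted p from 0.0128 to 0.618). At PD16, 2 genes had an adjusted p under 0.05 over all genes tested, Tra2a with a log2 change of 0.36 and Hnrnpm with 0.30, and 7 genes had one when adjusted over the list alone. Of the 73 genes for epigenetic modification, 32 were in the cluster (43.8%, adjusted Fisher p = 0.417) and 45 rose from PD14 to PD16, with a median log2 change of 0.06 (camera adjusted p = 0.344). Without PD14 replicate 2, this camera p was 0.0237. No gene of this list had an adjusted p under 0.05 on either day, over all genes or over the list alone. Of the 60 genes for cell junctions, 20 were in the cluster (33.3%, adjusted Fisher p = 0.998), and 28 rose and 32 fell from PD14 to PD16 (camera adjusted p = 0.895). The adjusted p was under 0.05 over all genes for 5 genes, of which Itgav, Arhgef7 and Fermt2 rose by 0.41, 0.34 and 0.30 on the log2 scale and Tns3 and Nectin2 fell by 0.47 and 0.39. Adjusted over the list alone, 7 genes passed.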

Cytological events related to “secretory/membrane protein processing and trafficking” have also been identified (Fig. 2*E*). 

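The list for secretory protein processing and trafficking had 71 genes tested. At PD16, 58 of them were higher than at PD14, with a median log2 change of 0.09 (adjusted p = 0.00133, camera in limma), and with each library left out in turn the adjusted p stayed between 1.8e-05 and 0.0291. Under fry the adjusted p was 0.222. At PD15, 48 genes were higher, with a median log2 change of 0.04 (adjusted p = 0.244, camera in limma), and without PD15 replicate 2 the camera adjusted p was 0.0173. In the upregulated cluster, 33 of the 71 genes were found (46.5%, adjusted Fisher p = 0.307), and in profiles 11, 12 and 13 alone 28 (39.4%, adjusted Fisher p = 2.8e-04). The adjusted Fisher p was also under 0.05 without PD15 replicate 2 (0.0432) and without PD16 replicate 3 (0.0275). Over all genes tested, Lman1 rose by 0.28 and Copz2 fell by 0.30 on the log2 scale at PD16 with an adjusted p under 0.05 in limma. None did when adjusted over the list alone.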

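Fig. S1C names 17 genes encoding secretory proteins, which the authors drew from the upregulated cluster of these libraries, so their rise is not independent evidence. In the repeated assignment, 14 of the 17 genes fell in the upregulated cluster (82.4%, adjusted Fisher p = 0.00246). With the median of the 3 libraries of a day, 10 did (58.8%, adjusted Fisher p = 0.236). All 17 were higher at PD15 than at PD14, with a median log2 change of 0.24 (adjusted p = 3.7e-07, camera in limma), and 16 were higher at PD16, with a median log2 change of 0.26 (camera adjusted p = 1.0e-05). With the inter-gene correlation estimated from the data, the adjusted p was 0.0190 at PD15 and 0.0415 at PD16. At PD15, no gene had an adjusted p under 0.05 over all genes tested, and 7 had one when adjusted over the list alone. At PD16, 6 genes had one over all genes tested and 8 when adjusted over the list alone. The largest rise of the 6 was that of Apoa4 (ENSMUSG00000032080), from an FPKM of 20.9 ± 4.76 (SD, n = 3) at PD14 to 27.4 ± 2.42 at PD15 and 42.9 ± 6.56 at PD16, a log2 change of 1.02 at PD16 (standard error 0.17). Its adjusted p in limma was 0.0172, and 0.0240 to 0.0663 with each library left out in turn. The other 5 were Igf1, Amh, Thbs1, Lamc3 and Bmp15, with log2 changes of 0.49, 0.47, 0.47, 0.42 and 0.39. Of the 9 fits without a library, the call was lost in 8 for Igf1, 3 for Amh, 6 for Thbs1, 5 for Lamc3 and 6 for Bmp15. Amh is also 1 of the granulosa cell markers and Bmp15 1 of the oocyte markers.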

Kyoto Encyclopedia of Genes and Genomes analysis suggested that the upregulated genes encoding secretory proteins were enriched in *mTOR*, *PI3K-AKT*, *TGF-beta*, and *Wnt* pathways (Fig. S1*C*). In addition, the expression of genes encoding large macromolecule hydrophilic secretory proteins, including *ITIH2*, *ITIH4*, *HAS2*, *CSPG4*, and *TNFATP*, also increased during iFFA (Fig. S2). Previous studies (25) reported that these proteins could increase the osmotic pressure gradient, suggesting that their increase during iFFA may be facilitating fluid absorption. Cytological events related to “cell proliferation” were identified (Fig. 2*F*). 

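The cell proliferation list held 78 genes, and 51 of them were in the upregulated cluster (65.4%, adjusted Fisher p = 1.7e-05). Without PD15 replicate 2, the adjusted Fisher p was 0.198. From PD14 to PD15, 67 genes rose, with a median log2 change of 0.10 (adjusted p = 2.2e-04, camera in limma). Without PD15 replicate 2, the camera adjusted p was 0.0668. From PD14 to PD16, 73 genes rose, with a median log2 change of 0.17 (adjusted p = 4.7e-08, camera in limma), and with each library left out the adjusted p stayed between 3.5e-19 and 6.8e-04. Under fry the adjusted p was 0.548 at PD15 and 0.207 at PD16. The genes of the list moved together in single libraries, since their mean deviation was -0.08 in PD16 replicate 3, below PD14 replicate 3 at -0.04. Over all genes tested, and also when adjusted over the list alone, Anln and Kif2c rose at PD16 with an adjusted p under 0.05, by 0.41 and 0.39 on the log2 scale. The 6 proliferation genes that the paper measures by qRT-PCR had a median log2 change of 0.13 at PD16 (camera in limma, adjusted p = 0.440). Of these, 2 were in the cluster. The 6 include Cdkn1a and Cdkn1b, inhibitors of the cell cycle, which changed by -0.15 and -0.10. Ccnb1, Ccnd1, Pcna and Mki67 rose by 0.19, 0.07, 0.36 and 0.34. A test for 1 shared direction over these 6 genes therefore cannot decide on proliferation. None of them was called over all genes tested, and 2 were when adjusted over the list alone. Mki67 (ENSMUSG00000031004) had an FPKM of 23.8 ± 1.32 (SD, n = 3) at PD14, 26.9 ± 3.43 at PD15 and 30.6 ± 3.93 at PD16. Its log2 change at PD16 was 0.34 (standard error 0.11, limma adjusted p = 0.103).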

EdU staining suggested that cell division was enhanced during the small antral formation but slowed down after antra formation (Fig. 2*G*). Cytological events related to energy production were identified (Fig. 2*H*). 

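The energy production list held 91 tested genes of the pyruvate dehydrogenase complex, the tricarboxylic acid cycle and oxidative phosphorylation. In the upregulated cluster, 31 of them were found (34.1%, adjusted Fisher p = 0.998). Without PD15 replicate 3, the number was 10 (11.0%), and without PD15 replicate 1 it was 46 (50.5%, adjusted Fisher p = 0.0701). From PD14 to PD15, 41 genes rose and 50 fell (adjusted p = 0.325, camera in limma), and from PD14 to PD16 42 rose and 49 fell (camera adjusted p = 0.440). No gene of the list had an adjusted p under 0.05 on either day, over all genes tested or over the list alone. The list varied between libraries of the same day. Its mean deviation, in log2(FPKM + 1), was 0.12 in PD14 replicate 3 and 0.14 in PD15 replicate 3, and -0.12 in PD16 replicate 3. Single libraries therefore changed the result. Without PD15 replicate 3, 17 of the 91 genes were higher at PD15 and the list had fallen (limma camera adjusted p = 1.3e-04), and without PD16 replicate 1, 23 were higher at PD16 and the list had fallen (limma camera adjusted p = 0.0298).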

Confirmation experiments revealed an upregulation of the glucose transporter gene *SLC2A10* on PD15 (Fig. S3*A*), along with genes encoding rate-limiting enzymes of glycolysis (*PFKM* and *PKM*) and tricarboxylic acid cycle (*PDHA*, *CS*, and *OGDH*) (Fig. S3, *B* and *C*). Consistent with gene expression, the activities of pyruvate dehydrogenase and ɑ-ketoglutaricdehydrogenase in ovarian homogenates were enhanced on PD15 (Fig. 2, *I* and *J*). In addition, NAD^+^/NADH, a reflector of electron transport chain activity, and ATP content in ovarian homogenate increased on PD15, respectively (Fig. 2, *K* and *L*). GO analysis indicated enhanced mTOR signaling pathway during iFFA (Fig. 2*M*), and this was confirmed by Western blot analysis with an increased mTOR phosphorylation (Fig. 2*N*). Collectively, these data demonstrate that iFFA is a process characterized by enhanced fluid absorption, energy consumption, secretion, proliferation, and mTOR activation.

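Of 48 genes listed for the mTOR pathway, 46 were matched in the tables and tested. In the upregulated cluster, 20 of the 46 were found (43.5%, adjusted Fisher p = 0.556). From PD14 to PD15, 28 genes rose, with a median log2 change of 0.03 (adjusted p = 0.974, camera in limma), and from PD14 to PD16 27 rose, also with a median of 0.03 (camera adjusted p = 0.604). At PD16, fry, which tests the list without reference to other genes, gave an adjusted p of 0.0173. Telo2 had an adjusted p under 0.05 at PD16 over all genes tested and also when adjusted over the list alone, with a log2 change of 0.46. Mtor itself (ENSMUSG00000028991) had an FPKM of 10.2 ± 0.334 (SD, n = 3) at PD14, 10.7 ± 0.963 at PD15 and 9.92 ± 0.833 at PD16, with a log2 change of 0.06 at PD15 (limma adjusted p = 0.776) and -0.04 at PD16 (limma adjusted p = 0.783). The list also holds Akt1s1 and Deptor, inhibitors of mTOR, so a test for 1 direction does not decide on the activity of the pathway. The phosphorylation of mTOR was measured by Western blot, which these libraries do not cover.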

In particular, GO analysis revealed that several biological events related to blastocyst development were also identified (*e.g.*, in utero embryonic development, blastocyst formation, inner cell mass cell proliferation, and blastocyst growth, etc.). This implies that iFFA may share a regulatory mechanism with blastula cavity formation. 

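The blastocyst development list held 42 genes, of which 34 were tested. In the upregulated cluster, 20 of the 34 were found (58.8%, adjusted Fisher p = 0.0565). The adjusted Fisher p was under 0.05 in 5 of the 9 fits that each left out 1 library, over a range from 0.00901 to 0.606. From PD14 to PD15, 25 genes rose, with a median log2 change of 0.04 (adjusted p = 0.0553, camera in limma). From PD14 to PD16, 28 rose, with a median log2 change of 0.09 (limma camera adjusted p = 0.0167), and this call was lost without PD16 replicate 2 (adjusted p = 0.0618). It was also lost when the length trend of each library was taken off, a test chosen after the result was seen (limma camera adjusted p = 0.0643). Zpr1 had an adjusted p under 0.05 at PD16 over all genes tested, with a log2 change of 0.24, and 2 genes had one when adjusted over the list alone. From the GO terms of the upregulated cluster and its other experiments, the paper concludes that iFFA involves more fluid absorption, energy use, secretion, proliferation and mTOR activity, and from the blastocyst terms it proposes that iFFA and blastula cavity formation share regulators.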

From a morphological standpoint, the formation of follicular antrum and blastula cavity are two highly comparable processes (Fig. 2*O*).

### Tight junction, ion pumps, and aquaporins were essential for follicular fluid accumulation during iFFA

The most intriguing information revealed by the GO analysis is that iFFA and blastula cavity formation may share a regulatory mechanism (Fig. 2*O*). This indicates that identifying the regulatory factors they share could potentially expedite the study of iFFA. In light of this, we identified the genes that are upregulated during both iFFA and blastula cavity formation (Fig. 3, *A* and *B*). GO analysis showed that, apart from mTOR signaling, proliferation, and energy production (Fig. 3, *C* and *D*), the genes upregulated during both process were mainly enriched in cytological events associated with fluid accumulation (*e.g.*, tight junction, water reabsorption, fluid shear stress, etc.) (Fig. 3*E*). In line with the GO analysis, there was a significant increase in ovarian moisture on PD15 (Fig. 3*F*), when the follicular antra form. Follicular fluid accumulation is the driving force of iFFA and antrum expansion. From the point of view of biophysics, three prerequisites must be satisfied for fluid to enter and accumulate within the tissue: an osmotic pressure gradient inside and outside the tissue, an enclosed space within the tissue to maintain the osmotic pressure gradient and store ingested fluid, and a rapid water transport channel within the tissue.

**Figure 3:**
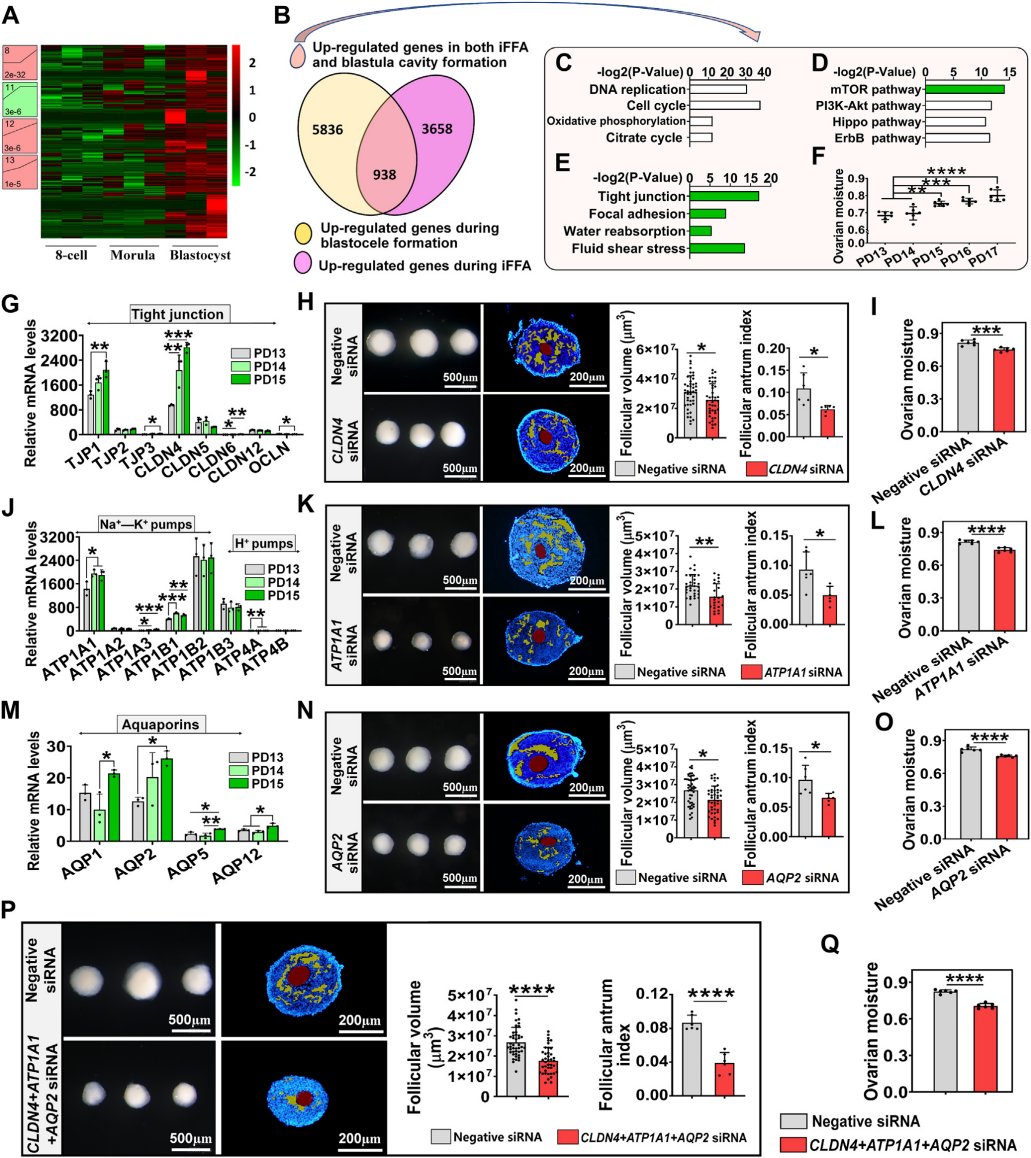
**Tight junction, ion pumps, and aquaporins were essential for follicular fluid accumulation during iFFA.***A*–*F*, common regulatory factors of iFFA and blastula cavity formation analyzed by bioinformatics. *A*, heat map of the transcriptome during blastula cavity formation (based on reanalysis of previously published transcriptome data). *B*, venn diagram shown the overlapping differentially expressed genes between iFFA and blastula cavity formation. *C*, GO analysis showed that cell proliferation and energy production increase during iFFA and blastula cavity formation. *D*, GO analysis showed that mTOR activates during iFFA and blastula cavity formation. *E*, GO analysis showed that fluid absorption increases during iFFA and blastula cavity formation. *F*, change in ovarian moisture during iFFA, n = 6 biologically independent ovaries. *G*, genes encoding the core components of tight junction, n = 3 biologically independent ovaries. *H*, changes in the follicular volume (n = negative siRNA: 45 follicles; *CLDN4* siRNA: 40 follicles) and follicular antrum index (n = 6 follicles) after *CLDN4* knockdown. The scrambled shRNA was used as negative siRNA control. The areas covered in *yellow* were the scattered follicular antra, and the areas covered in *red* were oocytes. *I*, changes in the ovarian moisture after *CLDN4* knockdown, n = 6 ovaries, collected from three mice. *J*, changes in the expression of genes encoding ion pumps, n = 3 biologically independent ovaries. *K*, changes in the follicular volume (n = negative siRNA: 32 follicles; *ATP1A1* siRNA: 23 follicles) and follicular antrum index (n = 6 follicles) after *ATP1A1* knockdown. *L*, changes in the ovarian moisture after *ATP1A1* knockdown, n = 6 ovaries, collected from three mice. *M*, changes in the expression of genes encoding aquaporins, n = 3 biologically independent ovaries. *N*, changes in the follicular volume (n = negative siRNA: 46 follicles; *AQP2* siRNA: 45 follicles) and follicular antrum index (n = 6 follicles) after *AQP2* knockdown. *O*, changes in the ovarian moisture after *AQP2* knockdown, n = 6 ovaries, collected from three mice. *P* and *Q*, effects of simultaneous knockdown of *CLDN4*, *ATP1A1*, and *AQP2* on iFFA. *P*, changes in follicular volume (n = negative siRNA: 44 follicles; *CLDN4* + *ATP1A1* + *AQP2* siRNA: 40 follicles) and follicular antrum index (n = 6 follicles). *Q*, changes in the ovarian moisture, n = 6 ovaries, collected from three mice. Statistical significance was determined using one-way ANOVA followed by Tukey’s post hoc test (Fig. 3, *F*, *G*, *J* and *M*) and two-tailed unpaired Student’s *t* test (Fig. 3, *H*, *I*, *K*, *L*, *N*, *O*, *P* and *Q*). Values are mean ± SD. ∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001, and ∗∗∗∗*p* < 0.0001. The experiments of *F*, *G*, *J*, and *M* were repeated three times, and the experiments of *H*, *I*, *K*, *L*, *N*, *O*, *P*, and *Q* were repeated two times; in both, similar results were obtained. GO, Gene Ontology; iFFA, initial formation of the follicular antrum; mTOR, mammalian target of rapamycin.

We hypothesized that tight junction, a structure that enhances cell–cell adhesion (44), might be the key structure for establishment of the enclosed space within the follicle. This hypothesis was based on the observations of the emergence of tight junction during both iFFA and blastula cavity formation (Figs. 3*E* and S4), and the upregulation of genes encoding the core components of tight junction, including *CLDN4*, which has the highest mRNA abundance (Figs. 3*G* and S5*A*). To validate this speculation, preantral follicles were isolated and transfected with the lentivirus-mediated *CLDN4*-interference plasmids (Fig. S6, *A* and *B*). This process significantly decreased follicular volume and follicular antrum index (Fig. 3*H*) with the downregulation of genes related to follicular cell differentiation including *CYP11A1* and *CYP19A1* (Fig. S6*C*). To further confirm the role of tight junctions in follicular fluid accumulation, the plasmids were directly injected into the ovaries before iFFA (Fig. S7, *A* and *B*). The result showed that ovarian moisture was significantly reduced after *CLDN4* knockdown (Fig. 3*I*). All the results support that tight junction is the key structure for follicular fluid accumulation during iFFA.

Then, the ion pumps were speculated to be the maintainer of osmotic pressure gradient that drive follicular fluid absorption. This was supported by the significant upregulation of genes coding for ion pumps during both iFFA and blastula cavity formation, including *ATP1A1* (encoding Na^+^–K^+^ pump) with the highest mRNA abundance (Figs. 3*J* and S5*B*). In order to test this hypothesis, *ATP1A1* was knocked down (Fig. S6*D*), which significantly reduced follicular volume, follicular antrum index (Fig. 3*K*), and the expression of *CYP19A1* (Fig. S6*E*) in cultured follicles. In the ovary, *ATP1A1* knockdown also resulted in a significant reduction in ovarian moisture (Figs. 3*L* and S7*C*). These data suggest that Na^+^–K^+^ pumps are actively involved in driving follicular fluid absorption during iFFA.

We further hypothesized that the aquaporins may have a role in guiding fluid transport during iFFA since the genes encoding aquaporins were upregulated during both iFFA and blastula cavity formation with the *AQP2* having the highest mRNA abundance (Figs. 3*M* and S5*C*). *AQP2* knockdown in the cultured follicles (Fig. S6*F*) lead to a significant reduction in follicular volume, follicular antrum index (Fig. 3*N*), and the expression of *CYP11A1* (Fig. S6*G*). Similarly, *AQP2* knockdown in the ovary also resulted in a significant reduction in ovarian moisture (Figs. 3*O* and S7*D*). These data suggested that aquaporin-mediated transport plays a key role in facilitating follicular fluid flow into the antra during iFFA.

Finally, *CLDN4*, *ATP1A1*, and *AQP2* were simultaneously knocked down in the cultured follicles and ovaries. Although the interference efficiency of simultaneous knockdown of the three genes was not as good as that of single gene knockdown (Figs. S6*H* and S7*E*), it still resulted in a more significant decrease in the follicular volume, follicular antrum index (Fig. 3*P*), ovarian moisture (Fig. 3*Q*), and the expression of *CYP11A1* and *CYP19A1* (Fig. S6*I*).

### Regulation of C-type natriuretic peptide on iFFA was related to its upregulation of tight junctions, ion pumps, and aquaporins

Based on the observation that both C-type natriuretic peptide (CNP) and its receptor *NPR2* were upregulated during iFFA, as opposed to *ANP/NPR1* and *BNP/NPR3* (Fig. 4*A*), we hypothesized that the *CNP–NPR2* pathway, which is responsible for regulating the body's water–salt balance, may be involved in iFFA. To test this speculation, mice were intraperitoneal injected with CNP daily from PD13 to 15 (Fig. 4*B*). It was observed that CNP injection significantly increased the weight and moisture content (Fig. 4*C*) of the ovaries. In line with weight alteration, EdU staining showed that the proliferation of follicular cell significantly increased after CNP injection (Fig. 4*D*). Also, the genes indicating follicular cell differentiation were upregulated after CNP injection (Fig. S8*A*). Histological analysis further showed that, compared with the control, the proportion of small antrum follicles in the CNP-treated ovaries was significantly increased (Fig. 4*E*). Consistent with histological analysis, the number of oocytes released in the CNP-treated group was significantly increased after superovulation (Fig. 4*F*). These data suggest that CNP plays a regulatory role in iFFA.

**Figure 4:**
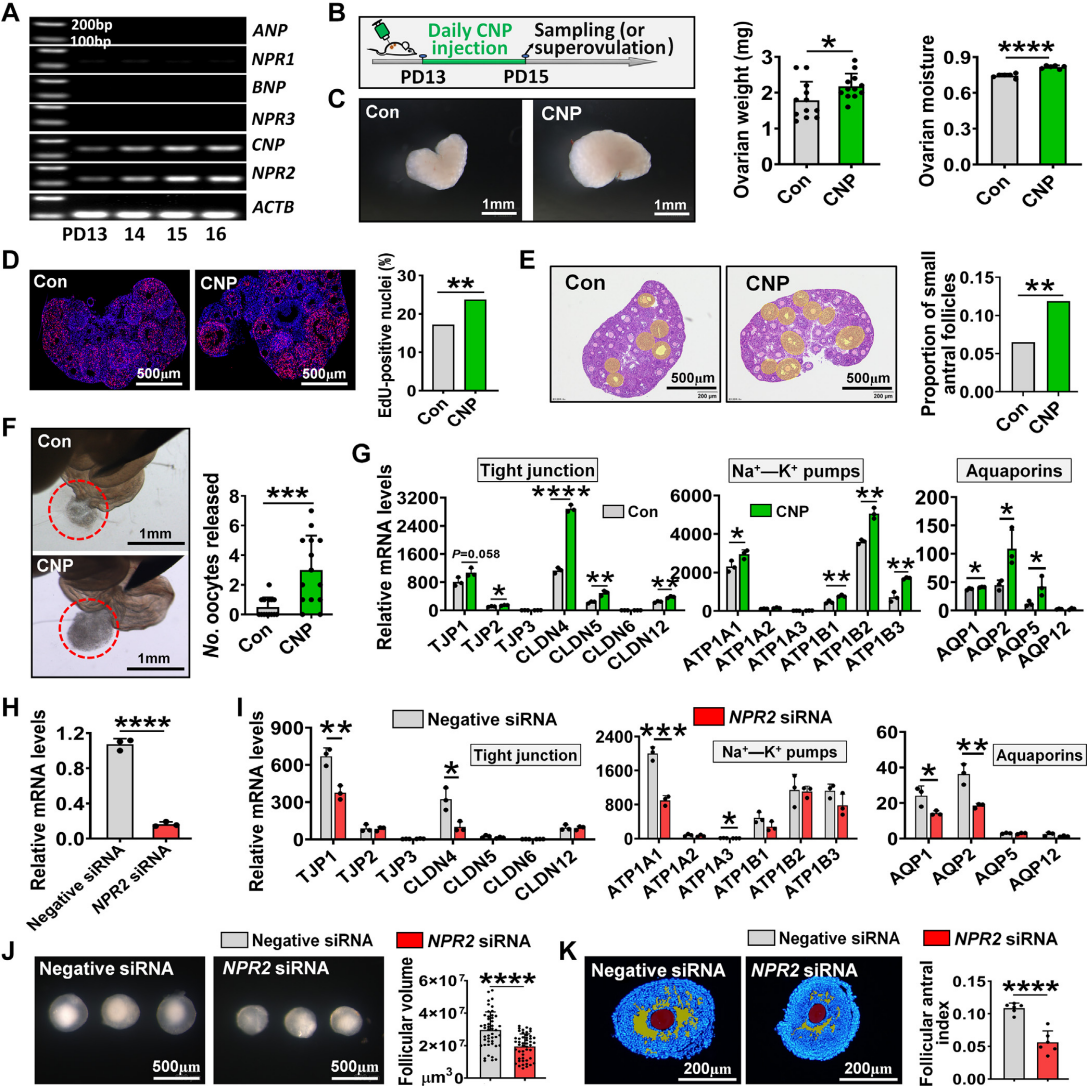
**Regulation of CNP on iFFA was related to its upregulation of tight junctions, ion pumps, and aquaporins.***A*, expression of genes in NP system during iFFA. The original bands can be viewed in Fig. S17. *B*, experimental design of CNP injection. CNP was dissolved in normal saline, and the control group was given a same dose of normal saline. *C*, effects of CNP injection on ovarian weight and moisture. *Left*, representative photographs of ovaries after CNP injection; *right*, statistics of ovarian weight (n = 12 ovaries, collected from six mice) and moisture (n = 6 biologically independent ovaries). *D*, follicular cell proliferation determined by *in vivo* EdU staining. *E*, effect of CNP injection on iFFA. *Left*, representative photographs of ovarian slices, the areas covered in *yellow* were large preantral follicles and small antral follicles; *right*, statistics of the proportion of small antral follicles, n = 6 biologically independent ovarian sections. *F*, superovulation was performed to verify the effect of CNP on iFFA. *Left*, representative photographs of oviducts, the oocytes released were surrounded by *red circles*; *right*, statistics of released oocytes, n = 14 oviducts, collected from seven mice. *G*, changes in the expression of genes encoding tight junctions, ion pumps, and aquaporins after CNP injection, n = 3 biologically independent ovaries. *H*, interference efficiency of *NPR2*, n = 3 follicular simples. *I*, changes in the expression of genes encoding tight junctions, ion pumps, and aquaporins after *NPR2* knockdown, n = 3 follicular samples. *J*, changes in follicular volume after *NPR2* knockdown, n = 47 follicles (negative siRNA) and 48 follicles (*NPR2* siRNA). *K*, changes in follicular antrum index after *NPR2* knockdown, n = 6 follicles. Statistical significance was determined using two-tailed unpaired Student’s *t* test or Chi-squared test (Fig. 4, *D* and *E*). Values are mean ± SD. ∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001, and ∗∗∗∗*p* < 0.0001. The experiments of *C*–*F* were repeated three times, and the experiments of *G*–*K* were repeated two times; in both, similar results were obtained. CNP, C-type natriuretic peptide; iFFA, initial formation of the follicular antrum.

qRT–PCR analysis further confirmed that the genes encoding tight junction, ion pumps, and aquaporins were significantly upregulated in the CNP-treated ovaries compared with the control (Fig. 4*G*). Furthermore, we knocked down *NPR2* in the cultured follicles (Fig. 4*H*) and observed that the expression of genes encoding tight junction (*TJP1* and *CLDN4*), ion pumps (*ATP1A1* and *ATP1A3*), and aquaporins (*AQP1* and *AQP2*) decreased significantly after *NPR2* knockdown (Fig. 4*I*). Expectedly, the follicular volume (Fig. 4*J*), follicular antral index (Fig. 4*K*), and the expression of *CYP11A1* and *CYP19A1* (Fig. S8*B*) in cultured follicles were significantly decreased after *NPR2* knockdown compared with the control. These findings suggest that CNP signaling pathway regulates iFFA by activating tight junctions, ion pumps, and aquaporins.

### mTOR regulated iFFA by activating the CNP signaling pathway

The mTOR signaling may play a significant role in regulating iFFA because of its activation during both iFFA and blastula cavity formation (Figs. 2*N* and 3*D*). To address this issue, rapamycin was used to inhibit mTOR. It was observed that, compared with the control, rapamycin at a dose of 5 mg/kg body weight significantly inhibited mTOR signaling at both proteic and transcriptional levels (Fig. S9). Subsequently, on PD13, mice were injected with 5 mg/kg dose of rapamycin, and their ovaries were collected on PD15 for analysis (Fig. 5*A*). The results showed that rapamycin injection significantly reduced the weight and moisture content of ovaries (Fig. 5*B*). The expression of *CYP11A1* and *CYP19A1* and the contents of estradiol and progesterone decreased significantly in the rapamycin-treated ovaries compared with the control (Fig. S10, *A* and *B*). Nevertheless, in ovaries of PD15, injection of rapamycin did not result in a significant reduction in the proportion of small antrum follicles (Fig. S10*C*) and the number of oocytes released after superovulation (Fig. S10*D*). This may be due to the fact that iFFA had just begun on PD15, and the number of small antral follicles in the ovary was not sufficient. Thus, ovaries on PD17 were collected for further analysis (Fig. 5*C*). The results showed that the small antrum follicles in rapamycin-treated group significantly also reduced (Fig. 5*D*) the oocytes after superovulation compared with the control (Fig. S11).

**Figure 5:**
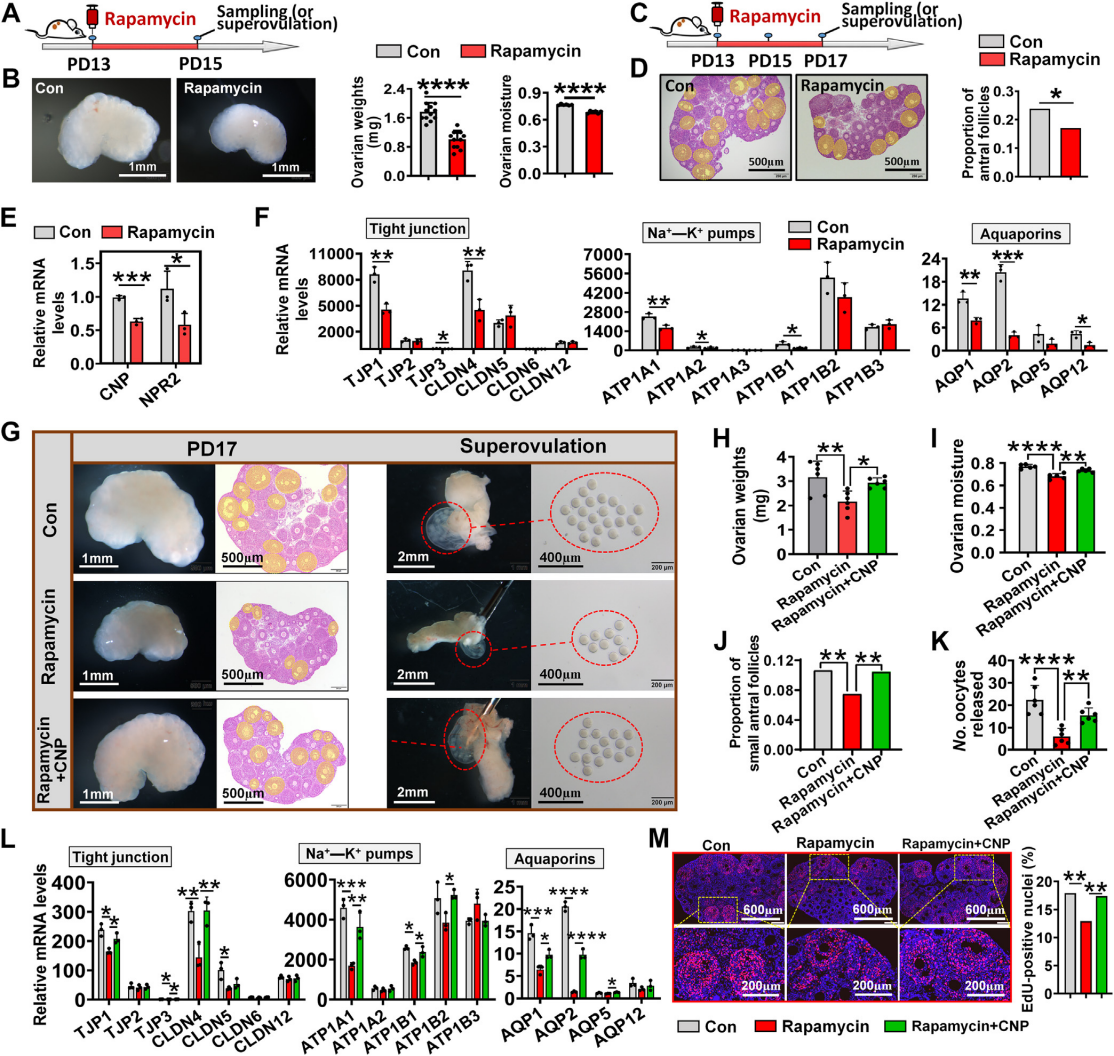
**mTOR regulated iFFA by activating the CNP signaling pathway.***A*, experimental design of *B*, *E*, and *F*; Figs. S10 and S16*B*. Rapamycin was dissolved in corn oil, and the control group received only corn oil. *B*, effect of rapamycin on ovarian weight and moisture. *Left*, representative photographs of ovaries; *right*, statistics of ovarian weight (n = 12 ovaries, collected from six mice) and moisture (n = 6 biologically independent ovaries). *C*, experimental design of Figs. 5*D* and S11. *D*, effect of rapamycin on the proportion of small antral follicles, the areas covered in *yellow* are small antral follicles, n = 6 biologically independent ovarian sections. *E*, effect of rapamycin on the expression of *CNP* and *NPR2*, n = 3 biologically independent ovaries. *F*, effect of rapamycin on the expression of genes encoding tight junctions, ion pumps, and aquaporins, n = 3 biologically independent ovaries. *G*–*K*, effects of CNP on rapamycin-induced inhibition of iFFA. In this experiment, rapamycin was given once and CNP was given daily. *G*, representative photographs of ovaries, ovarian sections, and superovulation, the areas covered in *yellow* are small antral follicles. *H*, ovarian weight, n = 6 biologically independent ovaries. *I*, ovarian moisture, n = 5 biologically independent ovaries. *J*, proportion of small antral follicles, n = 6 biologically independent ovarian sections. *K*, number of oocytes released, n = 6 biologically independent oviducts. *L*, expression of genes encoding tight junctions, ion pumps, and aquaporins, n = 3 biologically independent ovaries. *M*, follicular cell proliferation determined by *in vivo* EdU staining. Statistical significance was determined using two-tailed unpaired Student’s *t* test (Fig. 5, *B*, *E* and *F*), one-way ANOVA followed by Tukey’s post hoc test (Fig. 5, *H*–*L*), and Chi-squared test (Fig. 5, *D*, *J* and *M*). Values were mean ± SD. ∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001, and ∗∗∗∗*p* < 0.0001. Experiments in Figure 5*M* were repeated two times, and other experiments in Figure 5 were repeated three times; similar results were obtained. CNP, C-type natriuretic peptide; iFFA, initial formation of the follicular antrum; mTOR, mammalian target of rapamycin; NPR2, natriuretic peptide receptor 2.

We speculated that the mTOR may regulate iFFA by activating the CNP signaling pathway. This hypothesis was supported by the observations of downregulation of both *CNP* and *NPR2* as well as genes encoding tight junction proteins, ion pumps, and aquaporins in rapamycin-treated group (Fig. 5, *E* and *F*). To test this speculation, CNP was injected into rapamycin-treated mice to assess whether it could rescue the inhibition of rapamycin on iFFA. The results showed that CNP injection completely reversed the effect of rapamycin on ovarian weight (Fig. 5, *G* and *H*), ovarian moisture (Fig. 5*I*), the proportion of small antral follicles (Fig. 5, *G* and *J*), and the number of oocytes released (Fig. 5, *G* and *K*). The downregulation of the genes encoding tight junction, ion pumps, and aquaporins caused by rapamycin was also reversed by CNP (Fig. 5*L*). These findings confirm that mTOR regulates iFFA by activating the CNP signaling pathway. Of note, the phosphorylation of mTOR was not affected by CNP, indicating that CNP could not impact mTOR signaling pathway through a positive feedback (Fig. S16*B*).

Rapamycin also inhibited the proliferation of follicular cells, whereas CNP restored the proliferation activity (Fig. 5*M*), suggesting that mTOR regulates follicular cell proliferation also by activating CNP signaling pathway.

### Follicle-stimulating hormone regulated iFFA by activating mTOR–CNP signaling pathway

We continued to investigate the signaling controlling the intraovarian mTOR–CNP signaling pathway. Based on both RNA-Seq and qRT–PCR data, which indicated an upregulation of the *FSHR* during iFFA (Fig. S12, *A* and *B*), we hypothesized that the extraovarian hormone FSH activates mTOR–CNP. This hypothesis is also supported by a previous report that *Fsh-β* deletion caused folliculogenesis to be blocked in the preantral stage (45). To test this hypothesis, mice were injected with FSH twice daily from PD13 to 15 (Fig. 6*A*). 

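Between PD14 and PD16, Fshr (ENSMUSG00000032937) changed by 0.31 on the log2 scale (standard error 0.13), with an adjusted p of 0.185 in limma and an exact permutation p of 0.2 (two-sided), where 3 libraries against 3 cannot give a p below 0.1. Between PD14 and PD15, it changed by -0.13 (standard error 0.13, limma adjusted p = 0.690, exact permutation p = 0.4). Between PD15 and PD16, the change was 0.44 (standard error 0.13, limma adjusted p = 0.159), and all PD16 libraries were higher than all PD15 libraries (exact permutation p = 0.1). With each library left out in turn, the log2 change from PD14 to PD16 stayed between 0.18 and 0.40 and its adjusted p between 0.135 and 0.452. Adjusted over its list alone, which holds no other gene, Fshr was called at PD16 against PD14 and against PD15, but not at PD15 against PD14. Its model profile was 6, which falls at PD15 and rises at PD16 and lies outside the upregulated cluster.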

Results showed that the injection of FSH significantly increased the weight and moisture content of ovaries (Fig. 6*B*). Histological analysis also revealed an increase in the proportion of small antrum follicles in FSH-treated ovaries compared with the control (Fig. 6*C*). Moreover, the expression of *CYP11A1* (Fig. 6*D*) and genes regulating proliferation (Fig. S13) significantly increased following FSH injection (Fig. S13). Furthermore, the increased phosphorylation of mTOR (Fig. 6*E*), upregulation of genes in CNP system (*CNP* and *NPR2*) (Fig. 6*F*), tight junction (*TJP1*, *TJP3*, *CLDN4*, *CLDN5*, and *CLDN6*), ion pumps (*ATP1A1*, *ATP1A2*, and *ATP1A3*), and aquaporins (*AQP1*, *AQP2*, and *AQP5*) (Fig. 6*G*) were observed with FSH injection. Finally, we tested whether MHY1485, an mTOR activator, could rescue the iFFA blockage caused by FSH absence. Specifically, preantral follicles were isolated and cultured, and iFFA was assessed at 120 h of culture. In comparison to the control group, the absence of FSH resulted in a decrease in follicular volume and follicular antrum index, whereas supplementation with 5 μM MHY1485 restored these traits (Fig. 6, *H*–*J*).

**Figure 6:**
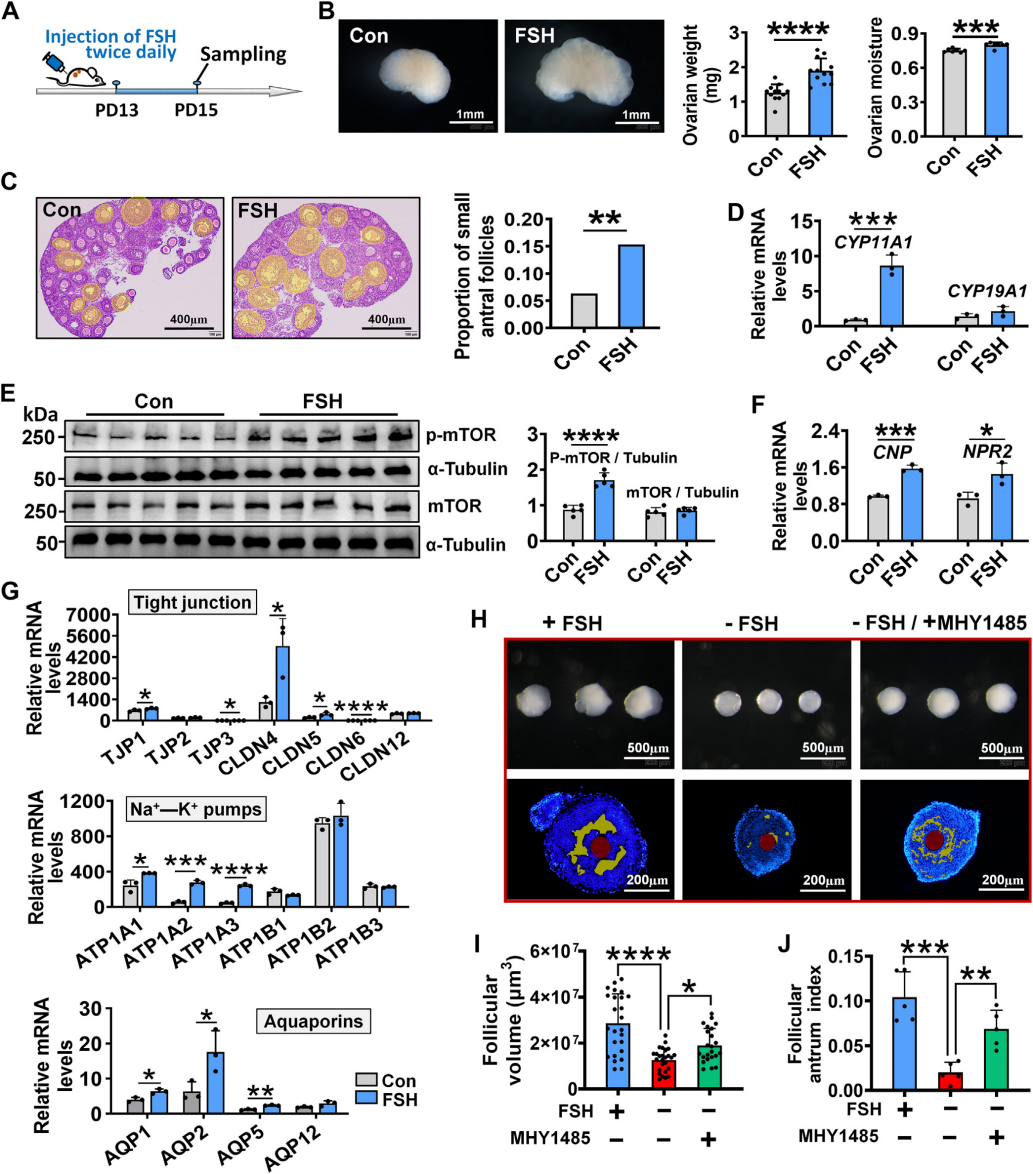
**FSH regulated iFFA by activating mTOR–CNP pathway.***A*, experimental design of FSH injection. FSH was dissolved in normal saline, and the control group was only given normal saline. *B*, effect of FSH on ovarian weight (n = 12 ovaries, collected from six mice) and moisture (n = 7 biologically independent ovaries). *C*, effect of FSH on the proportion of small antral follicles, the areas covered in *yellow* are small antral follicles. n = 5 (Con) and 6 (FSH) biologically independent sections. *D*, effect of FSH on the expression of *CYP11A1*, n = 3 biologically independent ovaries. *E*, effect of FSH on the phosphorylation of mTOR. The original blots can be viewed in Fig. S16. *F*, effect of FSH on the expression of *CNP* and *NPR2*, n = 3 biologically independent ovaries. *G*, effect of FSH on the expression of genes encoding tight junctions, ion pumps, and aquaporins, n = 3 biologically independent ovaries. *H*–*J*, MHY1485 (MCE) rescued iFFA blockage caused by FSH absence. *H*, representative photographs of follicles and follicular slices. MHY1485 was dissolved in DMSO, culture medium containing 1% DMSO was used as the control. *I*, follicular volume, n = 25 follicles (FSH^+^ MHY1485^−^), 26 follicles (FSH^−^ MHY1485^−^), and 23 follicles (FSH^−^ MHY1485^+^). *J*, follicular antrum index, n = 5 follicles. Statistical significance was determined using two-tailed unpaired Student’s *t* test (Fig. 6, *B*, *D*, *E*, *F* and *G*), one-way ANOVA followed by Tukey’s post hoc test (Fig. 6, *I* and *J*), and Chi-squared test (Fig. 6*C*). Values are mean ± SD. ∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001, and ∗∗∗∗*p* < 0.0001. *B*–*G*, the experiments were repeated three times, and the experiments in *H*–*J* were repeated two times; in both, similar results were obtained. CNP, C-type natriuretic peptide; DMSO, dimethyl sulfoxide; FSH, follicle-stimulating hormone; iFFA, initial formation of the follicular antrum; mTOR, mammalian target of rapamycin; *NPR2*, natriuretic peptide receptor 2.

These results suggest that extraovarian FSH regulates iFFA by activating the intraovarian mTOR–CNP signaling pathway. Notably, we observed that rapamycin injection did not affect the expression of *FSHR* in the ovary (Fig. S12*C*). This may indicate that mTOR–CNP is unable to enhance FSH signaling through positive feedback.

### Short-term MHY1485 treatment promoted iFFA and oocyte yield *in vitro*

The technology of follicular activation and culture *in vitro* has been developed, which has successfully delivered healthy babies to patients with premature ovarian insufficiency (46, 47). Figure 5 illustrated that mTOR regulates iFFA by activating CNP*–*NPR2 pathway. Therefore, we wondered whether MHY1485, an mTOR activator, could promote iFFA and then increased oocyte yield in follicular culture technology. To address this, preantral follicles were isolated from the ovaries for culture, and MHY1485 was added to the iFFA-inducing medium from 48 h to 120 h (Fig. 7*A*). After 120 h of culture, follicular antrum index and follicular volume were measured. The results showed that MHY1485 treatment significantly increased the follicular antrum index (Fig. 7*B*) and the follicular volume (Fig. 7*C*). The ovulation rate in MHY1485 group was also significantly higher than that in the control group (Fig. 7*D*). These results indicate that the mTOR activator could be used as an enhancer to increase the oocyte yield in *in vitro* follicular culture, which is of clinical significance.

**Figure 7:**
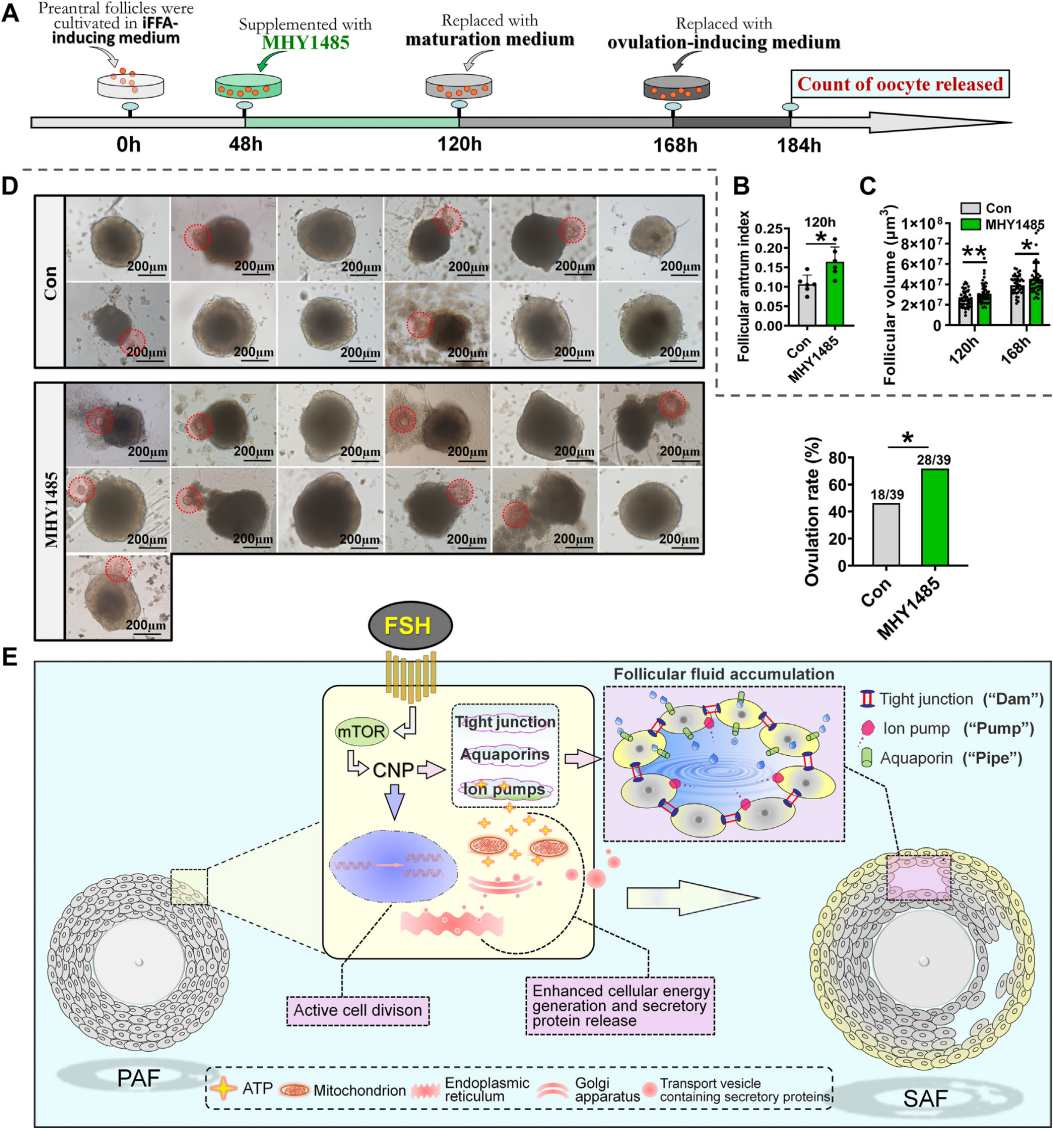
**Short-term MHY1485 treatment promoted iFFA and oocyte yield *in vitro*.***A*, experimental protocol for follicle culture with MHY1485. MHY1485 was only added into iFFA-inducing medium but not into maturation and ovulation-inducing medium. *B*, effect of MHY1485 on follicular antrum index, n = 6 follicles. *C*, effect of MHY1485 on follicular volume, n = 44 (120 h/Con), 40 (120 h/MHY1485), and 39 (168 h) follicles. *D*, effect of MHY1485 on ovulation rate. *Left*, representative photographs of follicles after ovulation induction; *right*, statistics of ovulation rate, n = 39 follicles. *E*, a diagram summarizing the regulatory mechanism of iFFA. FSH enhances the mTOR–CNP signaling pathway in follicular cells. This pathway stimulates cell proliferation, leading the follicle's growth to the appropriate size for iFFA to occur. Simultaneously, it triggers the “Dam–Pump–Pipe” mechanism, promoting fluid flow into the follicle, thus resulting in the formation of small antra within the follicle. In addition, cellular energy generation is enhanced during iFFA, which supports the efficient operation of the pumps. Moreover, the increase in the synthesis of large macromolecule hydrophilic secretory proteins may also contribute to the elevation of the osmotic pressure gradient, aiding to the pumps. Statistical significance was determined using two-tailed unpaired Student’s *t* test (Fig. 7, *B* and *C*) and Chi-squared test (Fig. 7*D*). Values are mean ± SD. ∗*p* < 0.05 and ∗∗*p* < 0.01. The experiment was repeated three times independently, and similar results were obtained. CNP, C-type natriuretic peptide; FSH, follicle-stimulating hormone; iFFA, initial formation of the follicular antrum; mTOR, mammalian target of rapamycin; PAF, preantral follicle; SAF, small antral follicle.

## Discussion

As mentioned previously that the studies on iFFA are lagged behind other aspects of folliculogenesis, and this negatively impact our understanding on animals including human reproductive physiology. In this study, we have attempted to elucidate the potential mechanism underlying iFFA by use of different molecular technologies. We found that iFFA shares a regulatory mechanism with blastula cavity formation and is characterized by enhanced fluid absorption, energy consumption, secretion, and proliferation. Most importantly, we proposed a “Dam–Pump–Pipe” model to explain the mechanism of follicular fluid formation during iFFA and revealed that the FSH–mTOR–CNP signaling axis plays a vital role in triggering “Dam–Pump–Pipe.”

According to the “Dam–Pump–Pipe” model (Fig. 7*E*), tight junction forms a sealed compartment within the follicle, acting as a “Dam” to maintain the osmotic pressure gradient inside the follicle. Ion pumps, especially the Na^+^–K^+^ pumps, are responsible for generating the pressure gradient and function as the “kinetic pump” to propel follicular fluid. Aquaporins facilitate fluid transport across the follicular cells and act as the “pipe” that directs the fluid flow into the follicular antrum. The “Dam–Pump–Pipe” model not only offers a reasonable theoretical explanation for iFFA but also helps in further understanding of follicular antrum formation from different perspectives. For instance, the perspective that there were no tight junctions among follicular cells (18, 25) might be incorrect. The “Dam–Pump–Pipe” model suggests that tight junctions form within the follicle, at least during the iFFA phase. A knockdown of the tight junction's core structural gene inhibits iFFA. The existence of tight junctions within the follicle might also evidence the presence of a blood–testis barrier–like structure that protects oocyte within follicle. This is because blood–testis barrier, consisting of the tight junctions, is a physical barrier that protects sperm in the seminal tubules (48). The traditional view that hydrophilic macromolecules solely create the osmotic pressure gradient driving follicular fluid absorption (18, 25) may also need to update since the “Dam–Pump–Pipe” model proposes that ions, particularly Na^+^, may be the primary agents in generating the osmotic pressure. This is supported by the fact that knocking down *ATP1A1*, which encodes a Na^+^–K^+^ ATPase pump, reduces the size of the follicular antrum by half (Fig. 3*K*). Therefore, the increased energy expenditure during iFFA (Fig. 2, *H*–*N*) may be due to the necessity of facilitating the efficient operation of ion pumps. However, it remains unclear to what extent ion pumps and hydrophilic macromolecules contribute to the osmotic pressure gradient in the follicle, respectively.

FSH–mTOR–CNP is a key signaling pathway uncovered to trigger “Dam–Pump–Pipe” mechanism, resulting in the onset of iFFA. The discovery of this pathway suggests that the responsiveness of follicular cells to FSH is a prerequisite for iFFA. Therefore, although it is still unclear what the starting signals for iFFA is, it is definitely the signal that upregulates *FSHR*. We speculate that FSH–mTOR–CNP is a unidirectional pathway. This is supported by the fact that FSH increased mTOR phosphorylation, whereas inhibiting mTOR phosphorylation had no effect on *FSHR* abundance (Figs. 6*E* and S12*C*). Furthermore, mTOR activated CNP pathway, but administering CNP did not result in increased mTOR phosphorylation (Figs. 5*E* and S16*B*).

The discovery of FSH–mTOR–CNP signaling pathway has practical applications. First, it could improve the follicle culture outcomes by activating mTOR as we did in this study (Fig. 7). Second, it provides a theoretical foundation for improving superovulation protocols—a core technology for test-tube animal production and human-assisted reproduction. The number of oocytes obtained through superovulation is directly proportional to the number of small antral follicles in the ovary. This is because only antral follicles respond to gonadotropins for mature and ovulation (43, 49). Thus, before superovulation, augmenting the FSH–mTOR–CNP pathway with some agents can be an effective strategy to increase the yield of oocytes. Notably, the mTOR–CNP may not be the only signaling pathway for iFFA since the enhanced energy production during iFFA was not impaired by mTOR inhibition (Fig. S14). Other unknown signaling pathways may also be responsible for enhancing energy metabolism during iFFA.

Our study also provides new insights into the function of CNP in early folliculogenesis. Over the past decade, a couple of studies have reported the potential effects of CNP on the growth of preantral follicle and the number of small antral follicles (50, 51). However, no in-depth exploration has been conducted regarding the mechanism. We confirmed that CNP has a strong promotion effect on follicular cell proliferation, which is most likely the cause for its ability to promote preantral follicle growth. Furthermore, our findings highlight that CNP can induce iFFA by upregulating the expression of genes encoding tight junction, ion pumps, and aquaporins. This effect could still be observed in situations where proliferation was blocked completely by urolithin A (MCE) (Fig. S15). Based on these observations, we could propose a reasonable conjecture on the role of CNP in early folliculogenesis, that is, CNP promotes cell proliferation for follicle's growth to the appropriate size ready for iFFA, and then triggers the “Dam–Pump–Pipe” mechanism, resulting in the occurrence of iFFA.

Notably, for the roles of CNP and *NPR2* in folliculogenesis, some conflicting findings have been reported. For example, Sato *et al.* (50) and Xi *et al.* (51) reported the promoting effect of CNP on antral follicle formation. This was supported by the observations of Tamura *et al.* (52), in which the absence of antral follicles in the ovary was caused by *NPR2* knockout. Conversely, Geister *et al.* (53), Kiyosu *et al.* (54), and Zhang *et al.* (55) observed normal folliculogenesis in ovaries with spontaneous mutations of *NPR2*. Our results showed that *NPR2* knockdown hinders follicular antrum formation. To address this obvious conflict results, we gathered information on existing *NPR2* mutant strains from MGI database. After comparing the phenotypes of these strains, we observed significant differences in their reproductive performance. For instance, in the knockout mutant strain of *NPR2*^tm1Gar^, with a genetic background of 129S6/SvEvTac ∗ C57BL/6, females showed infertility because of the absence of oestrous cycles, whereas males can be fertile if they survive (52). On the other hand, in the spontaneous mutant strains, such as the type of *NPR2*^pwe^ with a genetic background of C3H/HeJ ∗ C57BL/6 ∗ NAW/WI, females displayed normal estrous cycles but were infertile because of their oocytes undergoing abnormal meiosis, whereas males were subfertile (53). Conversely, in the *NPR2*^cn-3J^ type with a background of MRL/MpJ-Npr2^cn-3J^/GrsrJ, females experience subfertile, whereas males are unable to breed. As for the *NPR2*^cn^ type with a background of AKR/J, both male and female homozygotes are subfertile (56). Therefore, it is our speculation that discrepancies in mutation strains and genetic backgrounds of the experimental mice may have caused the inconsistency mentioned previously.

To summarize, this study proposed a “Dam–Pump–Pipe” model to shed light on the mechanism by which follicular fluid enters the antra during iFFA (Fig. 7*E*) and revealed that the FSH–mTOR–CNP signaling axis regulates iFFA by triggering “Dam–Pump–Pipe.” These findings represent an advancement in the research of follicular antrum formation and contribute to a deeper understanding of folliculogenesis.

### Limitations of this study

(1) Although this study has accomplished efficient knockdown of *CLDN4*, *ATP1A1*, *AQP2*, and *NPR2* in the cultured follicles, conditional knockouts were not conducted, thereby limiting the assessment of the effect of these gene deletions on the phenotype of the individuals. (2) Numerous isoforms of ion pumps and aquaporins are expressed in follicles, whereas only highly expressed *ATP1A1* and *AQP2* were knocked down in this study, which means that the ion pumps and water channels were not entirely disrupted. (3) Because of the challenging nature of isolating follicles during the transition from preantrum to antrum, whole ovaries within the time frame of iFFA were used for *in vivo* experiments, which may have introduced interference from other ovarian constituents. To boost the dependability of this study, the experiments were independently repeated three times, and *in vitro* trials were conducted to corroborate *in vivo* findings.

## Experimental procedures

### Animals

Kunming mice were reared in a specific pathogen–free laboratory animal house and kept at a constant temperature of 22 ± 2 °C, with 12 h light–dark cycles (light service from 7:00 to 19:00) and allowed access to food and water *ad libitum*. All experiments and animal handling were conducted in accordance with the guidelines of animal experimental institutions after obtaining the prior approval from the Institutional Animal Ethics Committee of Huazhong Agricultural University (HZAUMO-2020-0082).

### RNA-Seq and bioinformatics analysis

To determine the dynamic changes of transcriptome during iFFA, the ovaries were collected on PD14 to 16 and lysed using TRIzol reagent (Invitrogen) for RNA extraction. RNA-Seq and data annotation were completed by NOVOGENE. Briefly, a total amount of 1 μg RNA per sample was used as input material for the RNA sample preparations. Sequencing libraries were generated using NEBNext Ultra RNA Library Prep Kit for Illumina (NEB) following the manufacturer’s recommendations. After quality inspection, the library preparations were sequenced on an Illumina Hiseq platform (NEB). Gene expression was normalized as the fragments per kilobase of exon per million fragments mapped (FPKMs), and the genes with an FPKM >1 were defined as expressed genes. The differential expression between time points was assessed by principal component analysis (NEB). Furthermore, the average FPKM value of genes at each time point was imported into STEM software (School of Computer Science, Carnegie Mellon University) to generate gene expression clusters. Genes in upregulated expression cluster were then imported into DIVAD database for GO analysis (https://david.ncifcrf.gov/tools.jsp). The upregulated secretory protein–encoding genes were derived from the intersection of human secretory protein–encoding genes, homologous genes between human and mice, and the upregulated gene expression cluster. Human and mouse homologous genes were downloaded from the Vertebrate Homology Database (http://www.informatics.jax.org/homology.shtml). The upregulated secretory protein–encoding genes were then imported into KOBAS database for Kyoto Encyclopedia of Genes and Genomes analysis (http://kobas.cbi.pku.edu.cn/home.d).

Embryo transcriptome data were obtained from Gene Expression Omnibus database (accession number: GSE128691). Only genes with FPKM >1 were defined as expression genes. Next, the genes upregulated during blastocele formation were generated by STEM and intersected with the upregulated genes during iFFA. Finally, genes in the intersection were subjected to GO analysis to identify the common regulatory factors between iFFA and blastocoel formation.

### Intraperitoneal injection

Mice were given drugs by intraperitoneal injection, and the number of injections was determined by drug stability. Briefly, CNP (Sigma) and FSH (Ningbo Secondary Hormone Co, Ltd) were diluted into working fluid with sterile normal saline. Rapamycin (MCE) was diluted into working fluid with corn oil (MCE) prior to injection. To determine the effect of CNP on iFFA, mice were injected with CNP at a dose of 100 μg/kg (body weight) daily from PD13 to PD15. To determine the effect of FSH on iFFA, mice were injected with FSH (2 IU/mouse) at 12 h intervals from PD13 to PD15. To determine the effect of rapamycin on iFFA, mice were injected with rapamycin (2 mg or 5 mg/kg) once on PD13. To assess whether CNP could rescue the inhibition of rapamycin on iFFA, mice were injected with rapamycin (5 mg/kg) once at PD13, whereas CNP injection (100 μg/kg) was given daily from PD13 to PD15.

### Superovulation

Mice on PD15 or 17 were injected with 5 IU pregnant mare serum gonadotropin (Ningbo Sansheng Biological Technology) to stimulate follicle growth to the preovulatory stage. About 48 h after pregnant mare serum gonadotropin injection, human chorionic gonadotropin (Ningbo Sansheng Biological Technology) at a dose of 5 IU was injected to trigger ovulation. After an additional 14 h, the oocytes were harvested from oviducts and counted.

### Follicle culture

Follicles were placed in 96-well plates (BKMAM) covering with mineral oil (Sigma) and cultured in an incubator (5% CO_2_, 37 °C, and saturated humidity). Briefly, small preantral follicles with diameters ranging from 100 to 120 μm were isolated from ovaries using 33-gauge microneedles (KONSFI and cultured in iFFA-inducing medium. The iFFA-inducing medium used alpha minimum essential medium (ɑ-MEM) (Gibco) as the basic solution and supplemented with 1% ITS (Sigma), 5% fetal bovine serum (FBS) (ExCell Bio), 10 mIU/ml FSH (GLPBIO), 10 mIU/ml luteinizing hormone (Sigma), 100 U/ml penicillin–streptomycin (Solarbio). After 120 h of culture, the follicles were transferred into maturation medium. The maturation medium used ɑ-MEM as the basic solution and supplemented with 1% ITS, 5% FBS, 100 mIU/ml FSH, 10 mIU/ml luteinizing hormone, 100 U/ml penicillin–streptomycin, and 100 pg/ml androstenedione (Sigma). Two days later, the mature follicles were transferred into ovulation-inducing medium to trigger ovulation. The ovulation-inducing medium also used ɑ-MEM as the basic solution and supplemented with 1% ITS, 5% FBS, 100 mIU/ml FSH, 10 IU/ml human chorionic gonadotropin, 10 ng/ml epidermal growth factor (Sigma), and 100 U/ml penicillin–streptomycin.

To completely block follicular cell proliferation, follicles with diameters ranging from 170 to 200 μm were randomly placed in iFFA-inducing medium either containing 15 μM urolithin A or lacking it. To evaluate whether CNP can induce iFFA in the presence of proliferation inhibition, a dose of 200 ng/ml CNP was added to the medium 12 h after urolithin A was added. The duration of the proliferation inhibition experiment was 36 h, and the iFFA-inducing medium used did not contain FSH.

### RNA interference

Lentivirus-mediated RNA interference was used to inhibit the expression of target genes in follicles. Briefly, PLKO.1-EGFP-PURO plasmid (GeneCreate) was used to construct interference vectors, siRNAs targeting *CLDN4*, *ATP1A1*, *AQP2*, and *NPR2* were synthesized by Genepharma (targeted sequence-*CLDN4*: 5′-gcgacttctacaaccctatgg-3′; targeted sequence-*ATP1A1*: 5′-ggatgagctcaagaaggaagt-3′; targeted sequence-*AQP2*: 5′-ggttccctcctctacaactac-3′; and targeted sequence-*NPR2*: 5′-gcagctaagaatgagcattat-3′. The scrambled shRNA was used as negative siRNA control. pMD2.G and pSPAX were purchased from GeneCreate. Lentiviruses were produced in 293 T cells (ATCC) by cotransfecting 4.8 μg interference vector, 2.4 μg pMD2.G, and 4.8 μg pSPAX2. About 48 h later, the viral supernatants were harvested, centrifuged, and filtered with 0.45 μm polyvinylidene fluoride membranes (Sigma). Next, the follicles with diameters ranging from 100 to 120 μm were placed in iFFA-inducing medium and transfected with the prepared viral supernatants (titer: 1.25 × 10^7^ viral particles/ml) using Polybrene (Sigma). The transfection lasted for 48 h. After transfection, the follicles were cultured in fresh iFFA-inducing medium for 72 h and then collected for determination of interference efficiency, follicular volume, and follicular antrum index. To inhibit the expression of target gene in the ovary, mice of PD13 were anesthetized, and the ovaries were exposed *via* a dorsal incision. Finally, the lentiviral particles (10 μl, titer: 1.25 × 10^9^ viral particles/ml) were injected beneath the ovarian bursa.

### H&E staining

Ovaries were collected according to experimental requirements and then fixed in 4% paraformaldehyde (Servicebio). After paraffin embedding, the ovaries were sectioned into slices (5 μm thick) along the longitudinal axis. After deparaffinization and rehydration, the slices were stained with eosin and hematoxylin (Servicebio) for 5 min each. Thereafter, the dyed slices were dehydrated with gradient alcohol, transparented with xylene, and sealed with mounting medium. Photographs were acquired from a microscope (Olympus). Finally, the follicular area was measured using ImageJ software (National Institutes of Health), the numbers of growing follicles, and small antral follicles were counted to calculate the proportion of small antral follicles.

### EdU staining

EdU assay kit was purchased from RiboBio. The dose of EdU used for intraperitoneal injection in this study was 5 mg/kg. To determine the changes of follicular cell proliferation during iFFA, mice were injected with EdU on PD14, 15, and 16. To determine the effect of CNP on follicular cell proliferation, mice were injected with EdU at PD15. Ovaries were collected 24 h after EdU injection and made into paraffin slices (5 μm thick). Finally, the slices were incubated with EdU dye reaction solution for 30 min, and the nuclei were stained with 4′,6-diamidino-2-phenylindole (Servicebio) for 10 min. Photographs were taken and analyzed using a fluorescence microscope (Olympus). EdU-positive nuclei emitted red fluorescence, and the proliferation of follicular cells was measured by counting the proportion of red fluorescence nuclei.

### Immunofluorescence

Immunofluorescence was used to detect the formation of tight junction in follicles. Briefly, ovaries on PD15 were collected and sectioned (5 μm thick). After deparaffinized and rehydrated, the slices were incubated with antigen retrieval buffer (Solarbio) at 98 °C and then blocked with 3% bovine serum albumin (Servicebio) for 30 min. Next, the sections were incubated with the primary antibody ZO-1 (1:200 dilution; Bioss) for 16 h at 4 °C. After washing, the slices were incubated with FITC-conjugated secondary antibody (1:200 dilution; ABclonal) for 60 min at room temperature. Finally, the slices were stained with 4′,6-diamidino-2-phenylindole (Biosharp) and sealed in the antifade fluorescence mounting medium (Servicebio). Photographs were taken and analyzed using a laser scanning confocal microscope (Carl Zeiss AG).

### Frozen section

To determine follicular antral index, the cultured follicles were taken out for frozen section. Briefly, the follicles were transferred to an optimum cutting temperature compound (Sakura)–covered embedding box for embedding. The embedded follicles were then plunged into liquid nitrogen for quick freezing and taken out after 1 min. Thereafter, the frozen follicles were sectioned (6 μm thick) using a frozen microtome (Leica) and stained with 4′,6-diamidino-2-phenylindole. Photographs were taken and analyzed using a fluorescence microscope (Olympus). The follicular area and follicular antrum area were measured using ImageJ software to calculate follicular antrum index (follicular antrum index = follicular antrum area/follicular area).

### PCR analysis

Total RNA was extracted using the Trizol reagent. Reverse transcription was performed using the PrimeScript RT reagent kit (Takara). The real-time qPCR was performed using a CFX384 Real-Time PCR System (Bio-Rad). The reaction system contained 5 μl SYBR Green (Biosharp), 2 μl template complementary DNA, forward and reverse primers (250 nM for each), and ddH_2_O was added up to a total volume of 10 μl. The reaction procedure was as follows: predegeneration 95 °C for 10 min; 35 cycles of denaturation at 95 °C for 10 s, and annealing/extension at 60 °C for 30 s; 95 °C for 10 s; and melting curve from 60 °C to 95 °C, increasing in an increment of 0.5 °C every 5 s. Normalization was performed using the housekeeping gene *ACTB*. Relative RNA quantification was performed *via* the comparative 2^−△△Ct^ method. RT–PCR was run using a PCR Instrument (Scilogex). The reaction system contained 10 μl 2× Taq Plus PCR MasterMix (Tiangen Biotech), 4 μl template complementary DNA, forward and reverse primers (250 nM for each), and ddH_2_O was added up to a total volume of 20 μl. The reaction procedure was as follows: predenaturation at 95 °C for 10 min; 35 cycles of denaturation at 95 °C for 30 s, annealing at 60 °C for 30 s, extension at 72 °C for 30 s; and a final elongation step at 72 °C for 5 min. The amount of PCR products was determined by agarose gel electrophoresis (120 V, 100 mA, 60 min). The primers are listed in Table 1.

**Table 1:** The primers used for qPCR and RT–PCR

Gene	Primer sequence (5′-3′)	Product size (bp)
*FSHR*	Forward: TGCTCTAACAGGGTCTTCCTC	84
	Reverse: TCTCAGTTCAATGGCGTTCCG	
*CYP11A1*	Forward: AGGTCCTTCAATGAGATCCCTT	137
	Reverse: TCCCTGTAAATGGGGCCATAC	
*CYP19A1*	Forward: AACCCCATGCAGTATAATGTCAC	132
	Reverse: AGGACCTGGTATTGAAGACGAG	
*AQP1*	Forward: AGGCTTCAATTACCCACTGGA	124
	Reverse: GTGAGCACCGCTGATGTGA	
*AQP2*	Forward: ATGTGGGAACTCCGGTCCATA	137
	Reverse: ACGGCAATCTGGAGCACAG	
*AQP5*	Forward: AGAAGGAGGTGTGTTCAGTTGC	220
	Reverse: GCCAGAGTAATGGCCGGAT	
*AQP12*	Forward: CAGCTCAACCCTGCGTACATC	154
	Reverse: TGTGTAGGCCATGAGAGTGAC	
*ATP1A1*	Forward: GGGGTTGGACGAGACAAGTAT	173
	Reverse: CGGCTCAAATCTGTTCCGTAT	
*ATP1A2*	Forward: CCACCACTGCGGAAAATGG	143
	Reverse: GCCCTTAGACAGATCCACTTGG	
*ATP1A3*	Forward: TCTCAGATGTGTCCGTTCTTCT	65
	Reverse: TGGAAAGAGAGTGAAAGGCAAG	
*ATP1B1*	Forward: GCTGCTAACCATCAGTGAACT	115
	Reverse: GGGGTCATTAGGACGGAAGGA	
*ATP1B2*	Forward: GGCAGGTGGTTGAGGAGTG	181
	Reverse: GGGGTATGGTCAGAGACGGT	
*ATP1B3*	Forward: CCGAGCAGCGGAGAGTTTC	139
	Reverse: CTTCATCATTCAGAGTCTGGAGC	
*ATP4A*	Forward: GATGGAGATTAACGACCACCAG	169
	Reverse: ACGGGCAAACTTCACATACTC	
*ATP4B*	Forward: CAGGAGAAGAAGTCATGCAGC	129
	Reverse: GAAACCTGCGTAGTACAGGCT	
*TJP1*	Forward: GCCGCTAAGAGCACAGCAA	134
	Reverse: TCCCCACTCTGAAAATGAGGA	
*TJP2*	Forward: ATGGGAGCAGTACACCGTGA	176
	Reverse: TGACCACCCTGTCATTTTCTTG	
*TJP3*	Forward: TCGGCATAGCTGTCTCTGGA	194
	Reverse: GTTGGCTGTTTTGGTGCAGG	
*CLDN4*	Forward: GTCCTGGGAATCTCCTTGGC	112
	Reverse: TCTGTGCCGTGACGATGTTG	
*CLDN5*	Forward: GCAAGGTGTATGAATCTGTGCT	109
	Reverse: GTCAAGGTAACAAAGAGTGCCA	
*CLDN6*	Forward: ATGGCCTCTACTGGTCTGCAA	215
	Reverse: GCCAACAGTGAGTCATACACCTT	
*CLDN12*	Forward: TGTCCTTCCTGTGTGGTATTGC	117
	Reverse: AAATCGTCAGGTTCTTCTCGTTT	
*OCLN*	Forward: TTGAAAGTCCACCTCCTTACAGA	129
	Reverse: CCGGATAAAAAGAGTACGCTGG	
*ANP*	Forward: GCTTCCAGGCCATATTGGAG	126
	Reverse: GGGGGCATGACCTCATCTT	
*BNP*	Forward: GAGGTCACTCCTATCCTCTGG	100
	Reverse: GCCATTTCCTCCGACTTTTCTC	
*CNP*	Forward: GGTCTGGGATGTTAGTGCAGCTA	139
	Reverse: TAAAAGCCACATTGCGTTGGA	
*NPR1*	Forward: ATCCCAGACCGCTCATGGA	120
	Reverse: TCGACGAACTCCTGGTGATTTA	
*NPR2*	Forward: TGCTGCCAGAACACAACCTG	122
	Reverse: TTCGGAGCTGACAAACCGC	
*NPR3*	Forward: GTCTACAGCGACGACAAACTC	125
	Reverse: AGGTCCAAGTCTTTGGTCTCG	
*SLC2A1*	Forward: CAGTTCGGCTATAACACTGGTG	156
	Reverse: GCCCCCGACAGAGAAGATG	
*SLC2A8*	Forward: CCCTTCGTGACTGGCTTTG	138
	Reverse: TGGGTAGGCGATTTCCGAGAT	
*SLC2A10*	Forward: GCCTGACCTTCGGATATGAGC	165
	Reverse: TGCCATAGCAGTCAATGAGGA	
*mTOR*	Forward: CAGTTCGCCAGTGGACTGAAG	130
	Reverse: GCTGGTCATAGAAGCGAGTAGAC	
*MLST8*	Forward: CCAATAACCCCAACCCCAT	107
	Reverse: GCAGTCCTCGCCACCTGTA	
*RAPTOR*	Forward: GTGGAAAACAGGAGCCCCC	103
	Reverse: CCAAAAACCGTCCCAGCAA	
*PRAS40*	Forward: CTGCTCCTAGTCCACCACCT	123
	Reverse: AGAGACCTCCATTATCGCTACC	
*DEPTOR*	Forward: ATAGACGGCACCATCTCAAAAC	128
	Reverse: GTCGGCTAATTTCTGCATGAGT	
*ACTB*	Forward: CCAGCCTTCCTTCTTGGGTAT	182
	Reverse: AGGTCTTTACGGATGTCAACG	
*CYCLIN B*	Forward: GCTGGTCGGTGTAACGGC	195
	Reverse: GATGCTCTACGGAGGAAGTGC	
*CYCLIN D1*	Forward: GCTGGTAGTATGAGGTGCTTGG	86
	Reverse: CTTTGCAGGACAGATCCCG	
*P21*	Forward: TTCCGCACAGGAGCAAAG	130
	Reverse: ACGAAGTCAAAGTTCCACCG	
*P27*	Forward: TCAAACGTGAGAGTGTCTAACG	103
	Reverse: CCGGGCCGAAGAGATTTCTG	
*PCNA*	Forward: ACCTGCAGAGCATGGACTCG	83
	Reverse: GCAGCGGTATGTGTCGAAGC	
*KI67*	Forward: ATCATTGACCGCTCCTTTAGGT	226
	Reverse: GCTCGCCTTGATGGTTCCT	
*ITIH1*	Forward: CTCTCGCTTTGCCCACTACG	61
	Reverse: CCTGGCTTTATCAGCATTGTTGA	
*ITIH2*	Forward: ATCCCCATAAACGGAAACTCAGA	198
	Reverse: GGCCACCCGAGAAGTAATAGTG	
*ITIH3*	Forward: TGCTCACAATGTTGTCACCAC	214
	Reverse: CTTGACCAAACCGGCTGTC	
*ITIH4*	Forward: CCTCCGTTGCAGCACAATATC	126
	Reverse: GCGGCAAGGTAATAGTAGGAAC	
*HAS2*	Forward: TGTGAGAGGTTTCTATGTGTCCT	144
	Reverse: ACCGTACAGTCCAAATGAGAAGT	
*TNFAIP6*	Forward: GGGATTCAAGAACGGGATCTTT	129
	Reverse: TCAAATTCACATACGGCCTTGG	

### Western blot

The collected samples were homogenated in radioimmunoprecipitation assay lysis solution (ComWin Biotech) containing protease and phosphatase inhibitors (ComWin Biotech) and PMSF (Solarbio). Protein content was measured using BCA Protein Assay Kit (Servicebio). Thereafter, the protein bands were separated using polyacrylamide gel electrophoresis and then transferred to a polyvinylidene fluoride membrane. After band transfer, the membrane was blocked with 5% skim milk powder (Nestle) at room temperature and incubated at 4 °C overnight with the appropriate primary antibodies listed: 4E-BP1 (1:1000 dilution, catalog no.: 9452S; CST), phospho-4E-BP1 (1:1000 dilution, catalog no.: 9451S; CST), p70-S6K1 (1:1000 dilution, catalog no.: 9202S; CST), phospho-p70S6K1 (1:1000 dilution, catalog no.: 9205S; CST), mTOR (1:1000 dilution, catalog no.: 2983S; CST), phospho-mTOR (1:1000 dilution, catalog no.: 5536S; CST), and α-tubulin (1:1000 dilution; catalog no.: B1052; Biodragon-immunotech). Next, the membrane was rinsed with Tris-buffered saline with Tween-20 (Servicebio) and incubated with the secondary antibody (goat anti-rabbit immunoglobulin G, 1:4000 dilution; goat antimouse immunoglobulin G, 1:4000 dilution, Biodragon-immunotech) for 60 min at room temperature. Finally, the protein blots were visualized with ECL chemiluminescent reagent kit (Servicebio). Photographs were acquired by a Chemiluminescence imager (Image Quant LAS 4000 mini).

### Ovarian moisture determination

Ovarian moisture was measured using dry-wet method. The wet weight (WW) of the ovarian samples was determined using an analytical balance (Sartorius). The ovarian samples were then transferred to a thermostatic drying oven for 60 min with the temperature set at 100 °C. After drying, the dry weight of the ovaries was determined. Ovarian moisture (%) was calculated according to the formula: (WW-dry weight)/WW × 100%.

### Hormone determination

The contents of estradiol and progesterone in serum were measured using radioimmunoassay. Briefly, serums were obtained from the whole blood by centrifugation at 3000 rpm for 10 min and stored at −20 °C. The detection kits were purchased from the Bioengineering Institute. Detection was undertaken by the North Institute of Biological Technology.

### ATP assay

ATP was measured by luciferinluciferase method using ATP Assay Kit (Beyotime). To detect the changes of ATP content during iFFA, ovaries were collected on PD14 and PD15, respectively. To explore the effect of rapamycin injection on ATP content, ovaries were collected on PD15. According to the manufacturer’s instruction, the collected ovaries were homogenated with 100 μl ATP lysis buffer and centrifuged at 12,000 rpm for 5 min at 4 °C. Thereafter, the supernatant (50 μl) was added to the detection plate containing the ATP detection working solution (50 μl). The luminance (relative light unit) was measured by an enzyme marker microplate reader (PerkinElmer), and the standard curve was also generated to calculate ATP contents in supernatant. Finally, the protein content of supernatant was determined using BCA Protein Assay Kit to normalize ATP content. The ATP content was thus expressed as picomole/milligram protein.

### NAD^+^/NADH assay

The ratio of NAD^+^/NADH was measured using the NAD^+^/NADH Assay Kit with WST-8 (Beyotime). To detect the changes of NAD^+^/NADH, ovaries were collected on PD14 and PD15, respectively. To explore the effect of rapamycin intake on NAD^+^/NADH, ovaries were collected on PD15. Thereafter, the collected ovaries were homogenated with the precooled lysis buffer (200 μl). To measure the total amount of “NAD^+^ + NADH,” the alcohol dehydrogenase working solution (90 μl) and chromogenic solution (10 μl) were successively added to the ovarian lysates. To detect the amount of NADH, the ovarian lysates were heated to 60 °C for 10 min, followed by centrifugation. The supernatant (20 μl) was then incubated with 90 μl alcohol dehydrogenase working solution at 37 °C for 10 min. Finally, the reaction system was added with 10 μl chromogenic solution and incubated in dark at 37 °C for 30 min. The absorbance at 450 nm was measured by a microplate reader. The standard curves were produced simultaneously to calculate the contents of “NAD^+^ + NADH” and NADH content. NAD^+^/NADH was calculated according to the formula: (“NAD^+^ + NADH” − NADH)/NADH.

### Enzyme assay

The activity of PDH was determined using PDH Activity Assay Kit (Boxbio). Briefly, ovaries were collected on PD14 and PD15 and then homogenated with 150 μl PDH lysis buffer. After centrifugation (12,000 rpm, 10 min, 4 °C), 100 μl supernatant was sucked and mixed with 150 μl PDH working solution. Finally, the absorbance was measured at 605 nm by the microplate reader at 0 and 60 s, respectively. The activity of α-ketoglutarate dehydrogenase was determined using α-ketoglutarate dehydrogenase (α-KGDH) Activity Assay Kit (Boxbio). According to the manufacturer’s instruction, the collected ovaries were homogenated with 150 μl α-KGDH lysis buffer. After centrifugation (12,000 rpm, 10 min, 4 °C), 100 μl supernatant was sucked and mixed with α-KGDH working solution (100 μl) and reagent VIII (50 μl). Finally, the absorbance was measured at 340 nm by the microplate reader at 0 and 120 s, respectively. Enzymatic activities were converted from the respective absorbance and normalized by the total protein amount.

### Statistics analysis

Statistical analyses were using GraphPad Prism 8.0 (GraphPad). Data were expressed as the mean ± SD. Two-tailed unpaired Student’s *t* test and one-way analysis of variance followed by Tukey’s post hoc test were used to analyze the statistical significance between two groups and among multiple groups, respectively. Chi-squared test was used in the comparison between the percentages. The statistical significance was set at *p* value < 0.05.

## Data availability

The RNA-Seq data reported in this study have been deposited in the Gene Expression Omnibus under accession number GSE207958 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE207958; Secure token: alexccgunbwnbgx). Any information required to reanalyze the data reported in this article is available upon reasonable request.

## Supporting information

This article contains supporting information.

## Conflict of interest

The authors declare that they have no conflicts of interest with the contents of this article.

# Supplementary material for: The FSH–mTOR–CNP signaling axis initiates follicular antrum formation by regulating tight junction, ion pumps, and aquaporins
**Source:** J Biol Chem. 2023 Jul 5;299(8):105015. doi: 10.1016/j.jbc.2023.105015
**Supplement:** Supporting Figures S1–S17

**Supporting information**

**The *FSH-mTOR-CNP* signaling axis initiates follicular antrum formation by regulating tight junction, ion pumps, and aquaporins**

Xiaodong Wang^1Ϯ^, Shanshan Zhou^1Ϯ^, Zian Wu^1^, Ruiyan Liu^1^, Zaohong Ran^1^, Jianning Liao^1^, Hongru Shi^1^, Feng Wang^2^, Jianguo Chen^1^, Guoshi Liu^3^, Aixin Liang^1^, Liguo Yang^1^, Shujun Zhang^1^, Xiang Li^1^, Changjiu He^1*^

^Ϯ^ These authors contributed equally to this work.

**This supporting information file contains:**

Figures S1 – S17

**
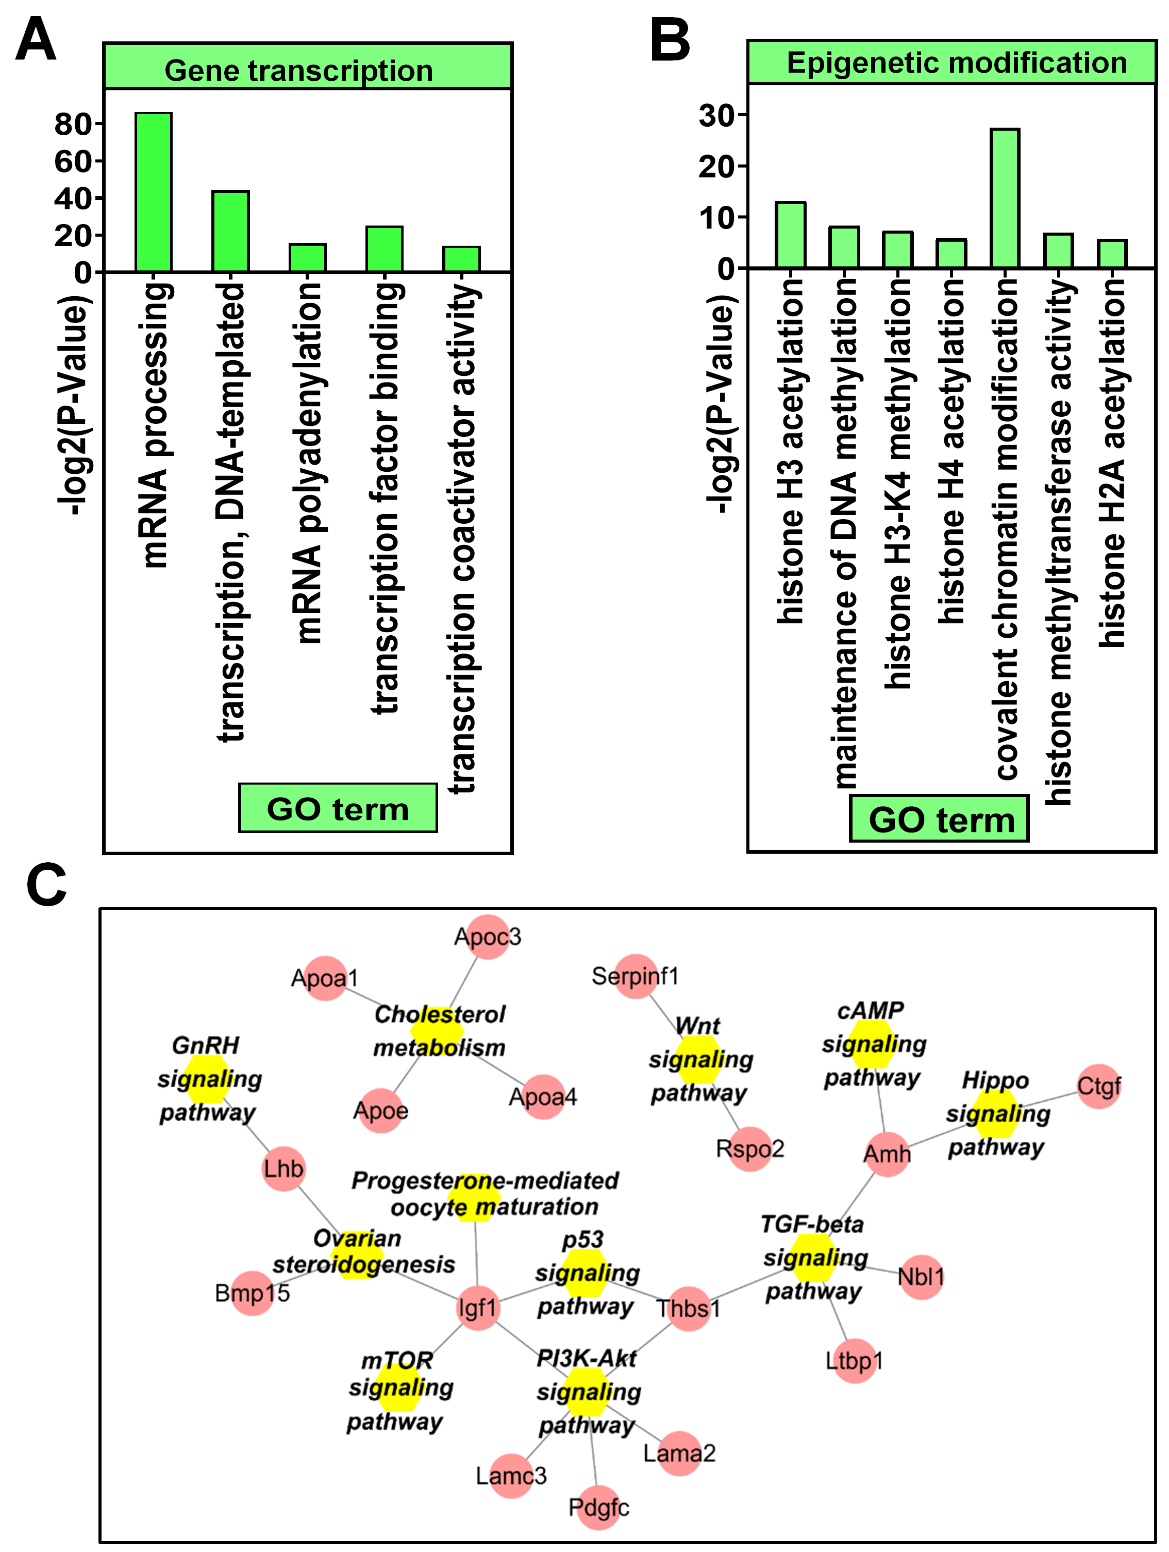
**

**Figure S1.** (A) Cytological events related to “Transcription” were identified by GO analysis. (B) Cytological events related to “Epigenetic modification” were identified by GO analysis. (C) KEGG analysis of the pathways to which upregulated secretory proteins belong (related to Figure 2).

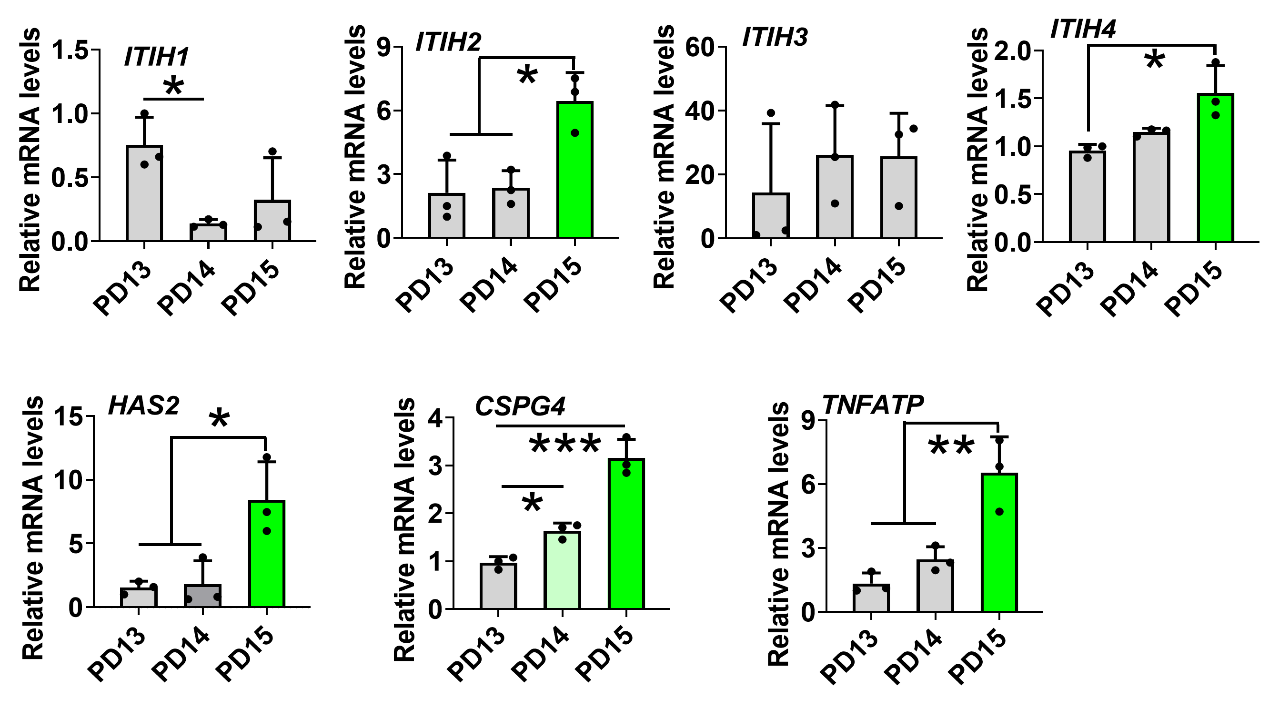

**Figure S2. Changes in expression of genes encoding large macromolecule hydrophilic secretory proteins during iFFA (related to Figure 2).** n = 3 biologically independent ovaries. Statistical signiﬁcance were determined using one-way ANOVA followed by Tukey’s post hoc test, values were mean ± SD. *P<0.05, **P<0.01, ***P<0.001. The experiments were repeated two times independently, and similar results were obtained.

**
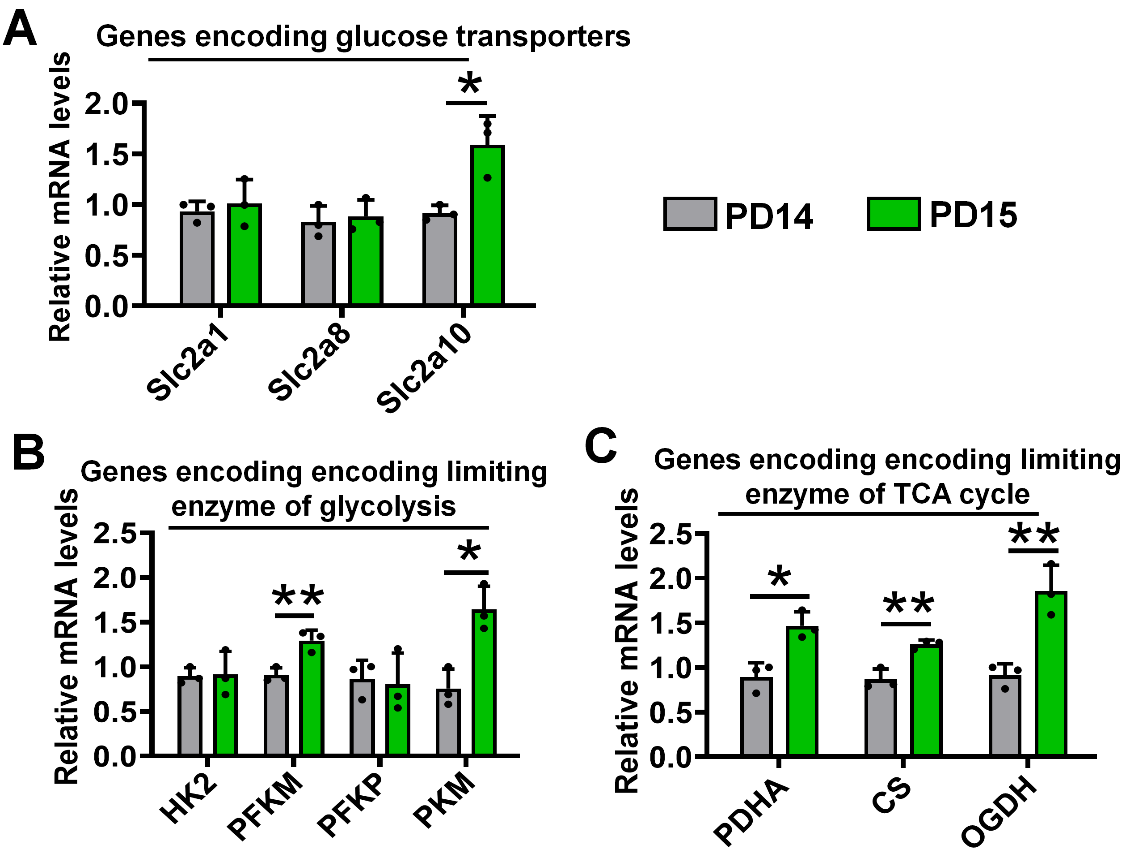
**

**Figure S3. Changes in expression of genes during iFFA (related to Figure 2).** (A) Genes encoding glucose transporters**.** (B) Genes encoding limiting enzyme of glycolysis**.** (C) Genes encoding rate-limiting enzymes of tricarboxylic acid (TCA) cycle**.** n = 3 biologically independent ovaries. Statistical signiﬁcance was determined using two-tailed unpaired Student’s t-test, values were mean ± SD. *P<0.05, **P<0.01,. The experiments were repeated three times independently, and similar results were obtained.

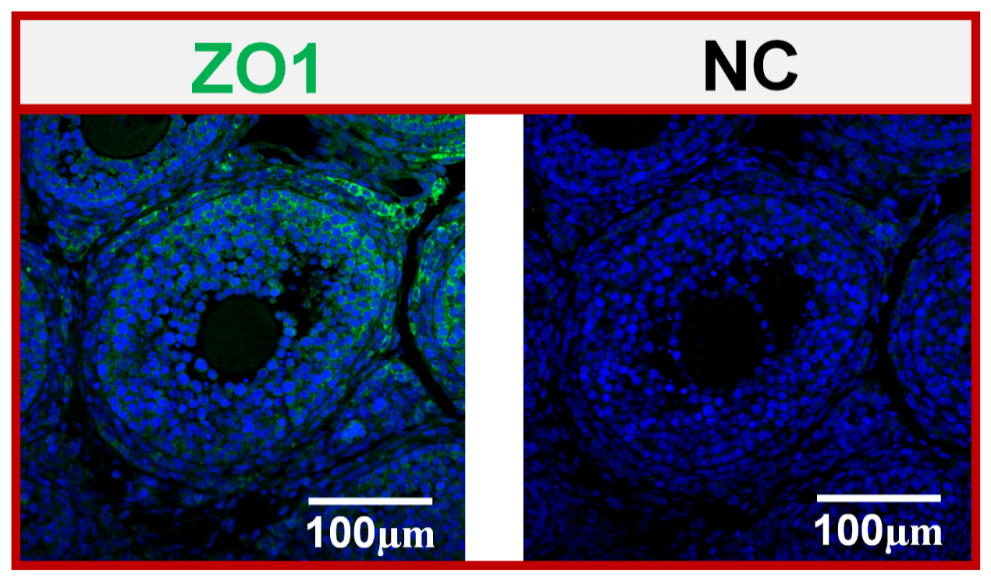

**Figure S4. Immunofluorescence showed that tight junction formed in the large preantral follicle (related to Figure 3).** ZO1 was used as a marker protein to recognize tight junction. NC: negative control.

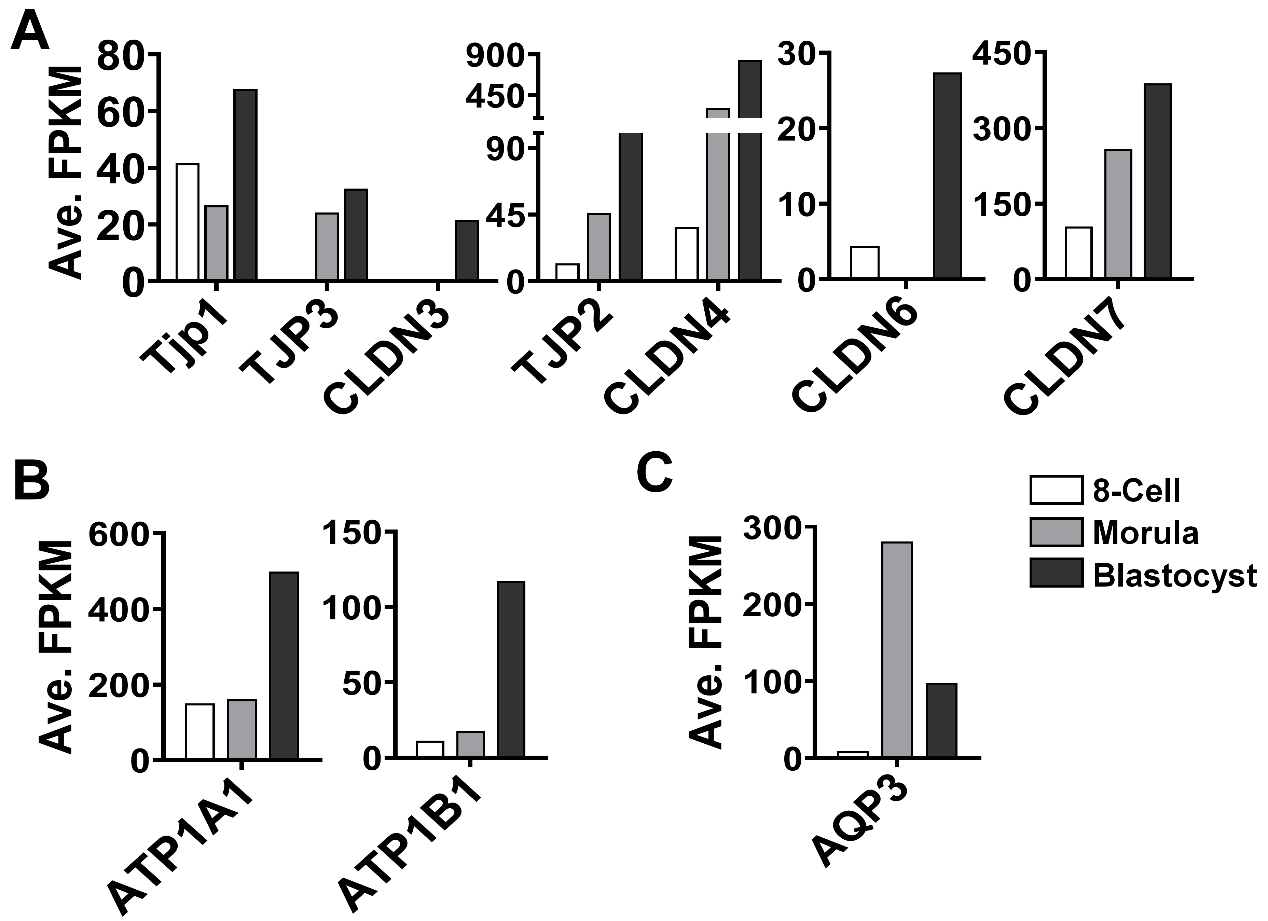

**Figure S5.** **Transcriptome showed that genes encoding tight junction, ion pumps, and aquaporins were up-regulated during blastocoel formation (related to Figure 3).** (A) Changes in expression of genes encoding the core components of tight junction during blastocoel formation. (B) Changes in expression of genes encoding ion pumps during blastocoel formation. (C) Change in expression of *AQP3* during blastocoel formation.

**
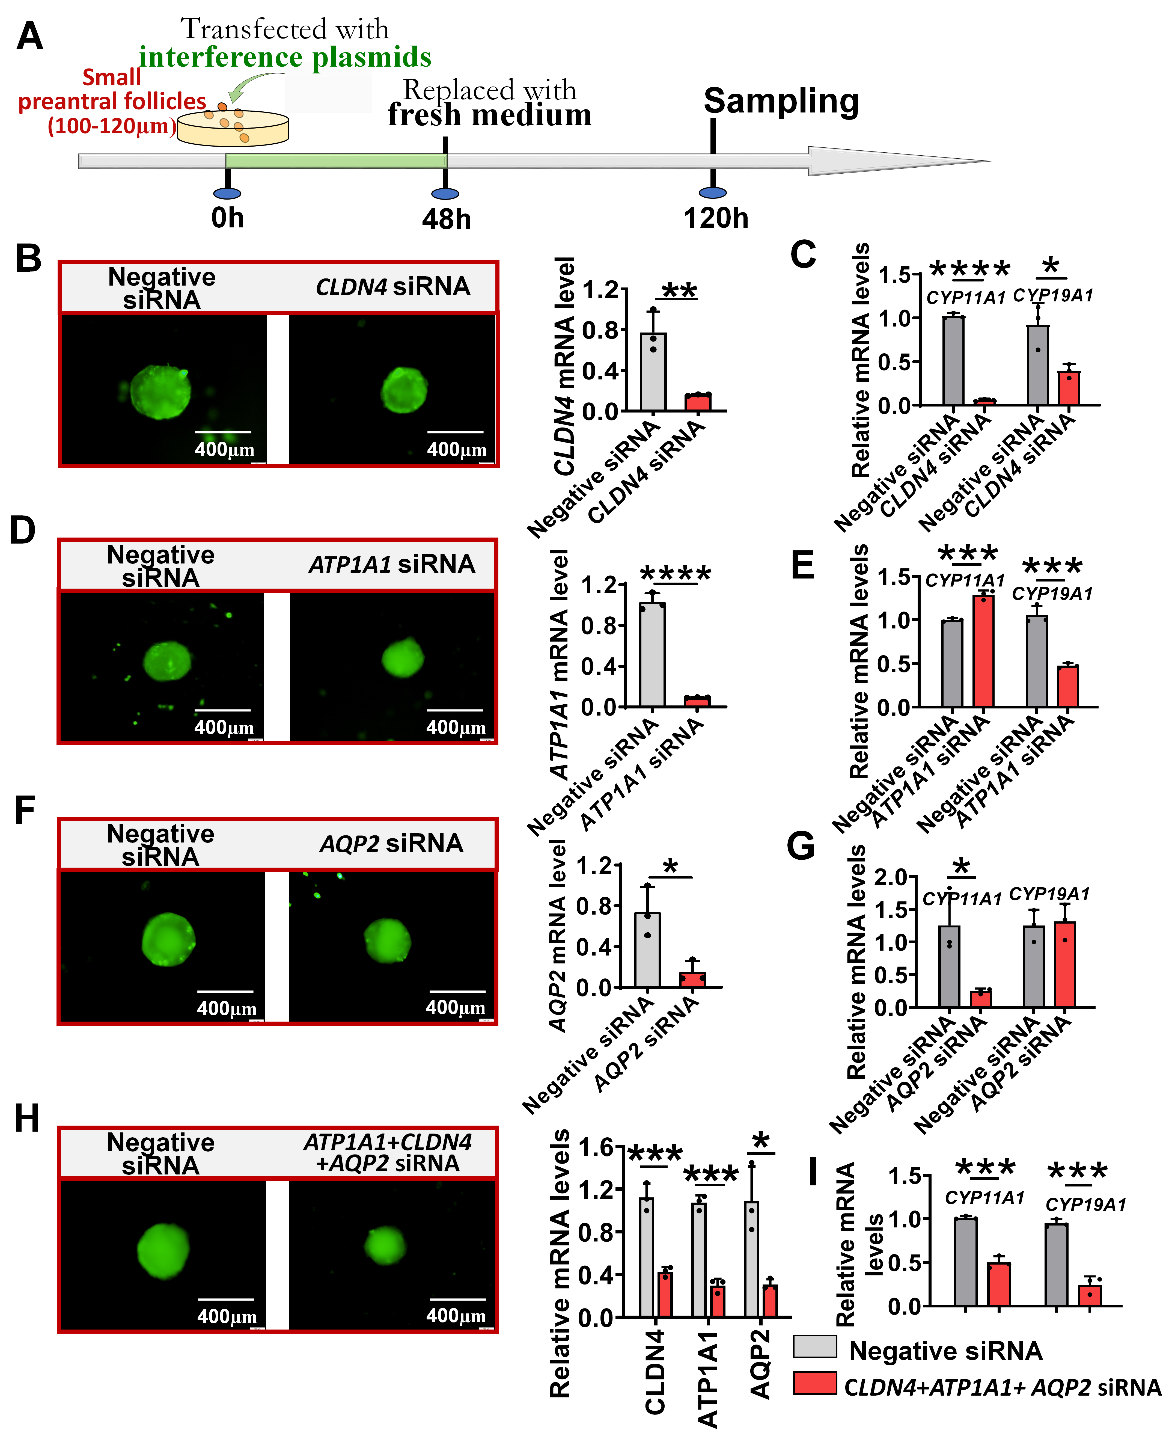
**

**Figure S6.** **RNA interference was performed on the follicles and its effect on genes associated with steroidogenesis was validated (related to Figure 3).** (A) Experimental design of RNA interference. (B) The efficiency of *CLDN4* interference. Green fluorescence indicated successful transcription of interfering plasmids in follicles. (C) Changes in the expression of *CYP11A1* and *CYP19A1* after *CLDN4* knockdown, n = 3 follicular samples. (D) The efficiency of *ATP1A1* interference. (E) Changes in the expression of *CYP19A1* after *ATP1A1* knockdown, n = 3 follicular samples. (F) The efficiency of *AQP2* interference. (G) Changes in the expression of *CYP11A1* after *AQP2* knockdown, n = 3 follicular samples. (H) The efficiency of *CLDN4+ATP1A1+AQP2* interference. (I) Changes in the expression of *CYP11A1* and *CYP19A1* after *CLDN4+ATP1A1+AQP2* knockdown, n = 3 follicular samples. Statistical signiﬁcance was determined using two-tailed unpaired Student’s t-test, values were mean ± SD. *P<0.05, **P<0.01, ***P<0.001, ****P<0.001. The experiments were repeated two times, and similar results were obtained.

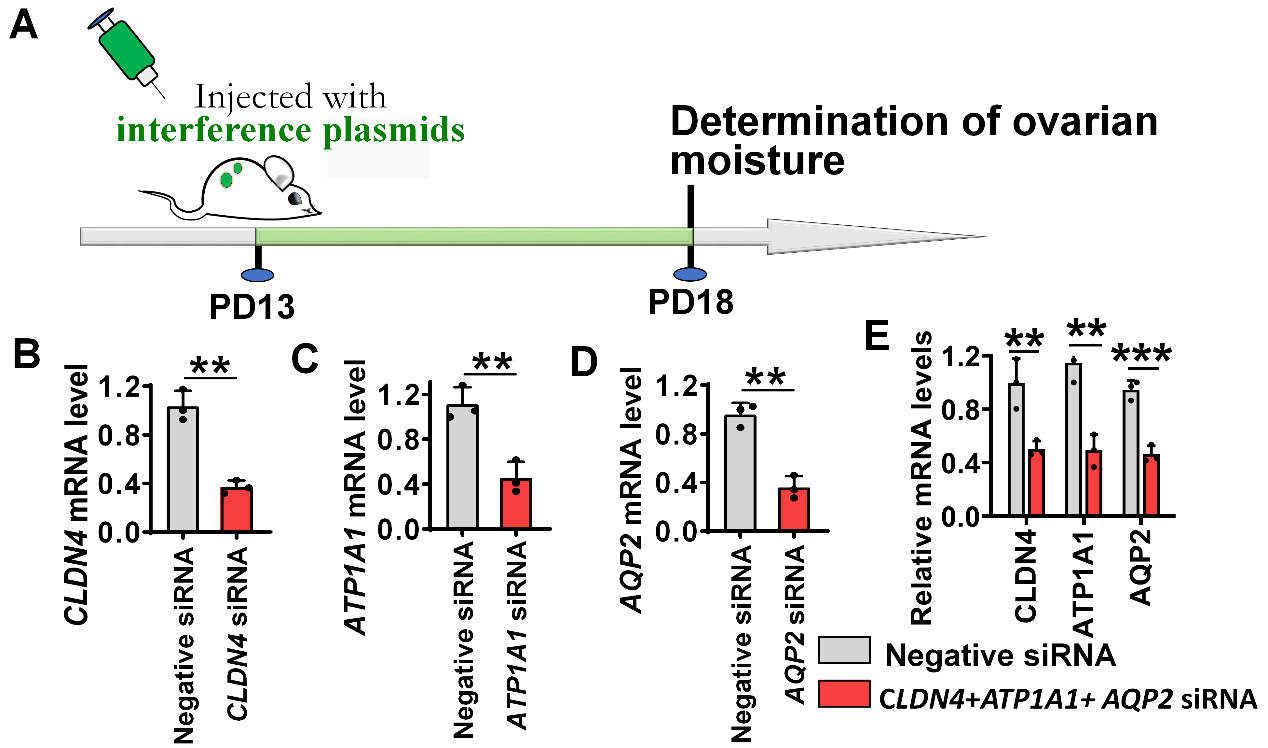

**Figure S7.** **Validation of the efficiency of RNA interference in the ovary (related to Figure 3).** (A) Experimental design of RNA interference. (B) The efficiency of *CLDN4* interference (C) The efficiency of *ATP1A1* interference. (D) The efficiency of *AQP2* interference. (E) The efficiency of *CLDN4+ATP1A1+AQP2* interference. n = 3 biologically independent ovaries. Statistical signiﬁcance was determined using two-tailed unpaired Student’s t-test, values were mean ± SD. **P<0.01, ***P<0.001. The experiments were repeated two times and similar results were obtained.

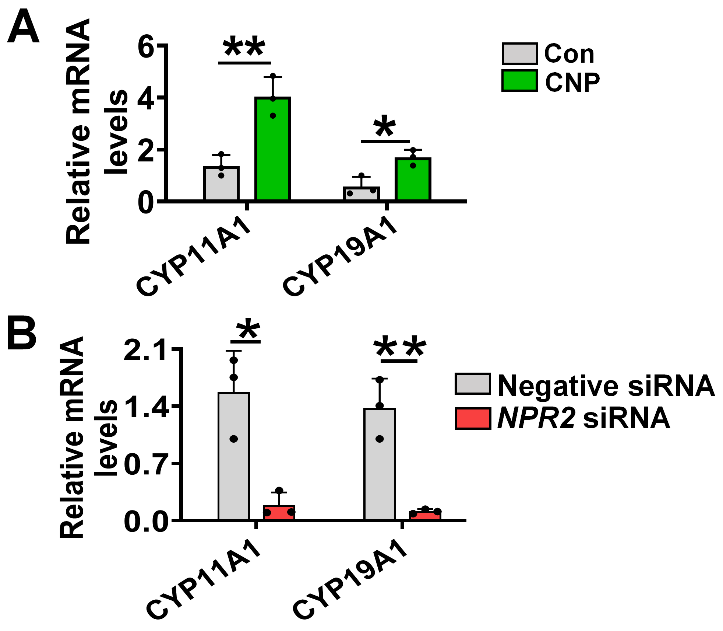

**Figure S8.** **CNP regulated the expression of genes controlling** **steroidogenesis (related to Figure 4).** (A) Changes in the expression of *CYP11A1* and *CYP19A1* after CNP injection. n = 3 biologically independent ovaries. (B) Changes in the expression of *CYP11A1* and *CYP19A1* after *NPR2* knockdown, n = 3 follicular samples. Statistical signiﬁcance was determined using two-tailed unpaired Student’s t-test, values were mean ± SD. *P<0.05, **P<0.01.

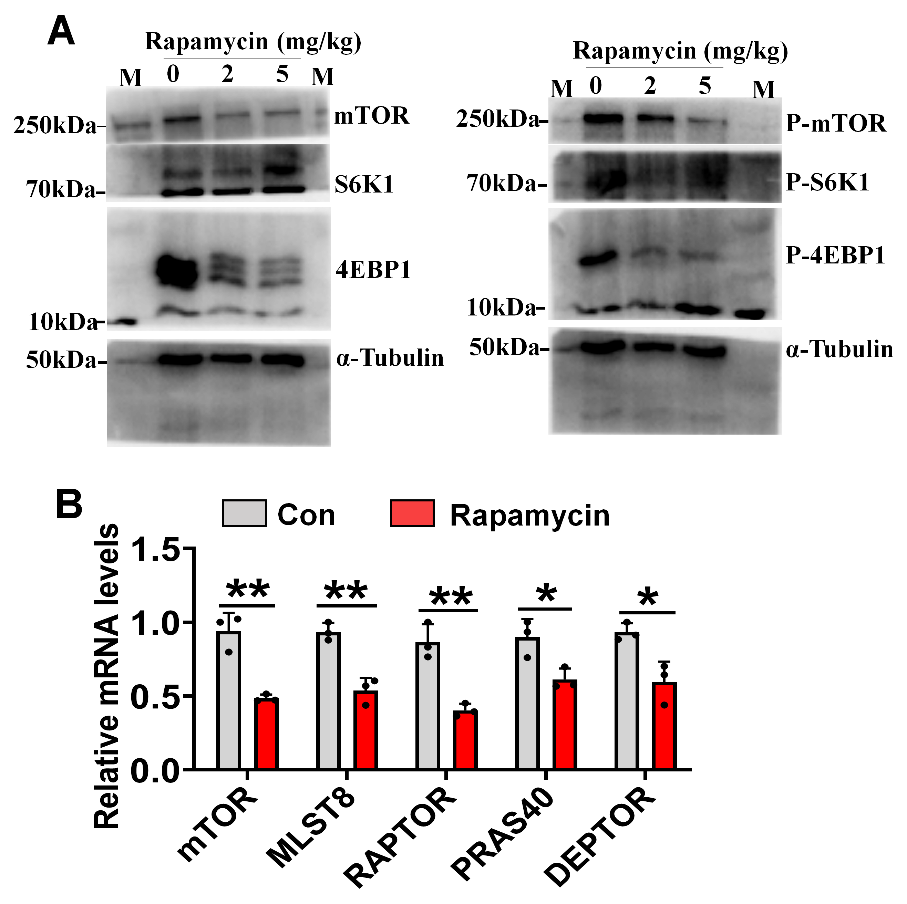

**Figure S9. Determination of the optimal dose of rapamycin to inhibit the mTOR pathway (related to Figure 5)**. (A) Effect of rapamycin injection on the activity of mTOR pathway. M: marker. (B) Changes in expression of genes in mTOR pathway after Rapamycin injection, n = 3 biologically independent ovaries. Statistical signiﬁcance were determined using two-tailed unpaired Student’s t-test, values were mean ± SD. *P<0.05, **P<0.01. The experiments were repeated three times independently, and similar results were obtained.

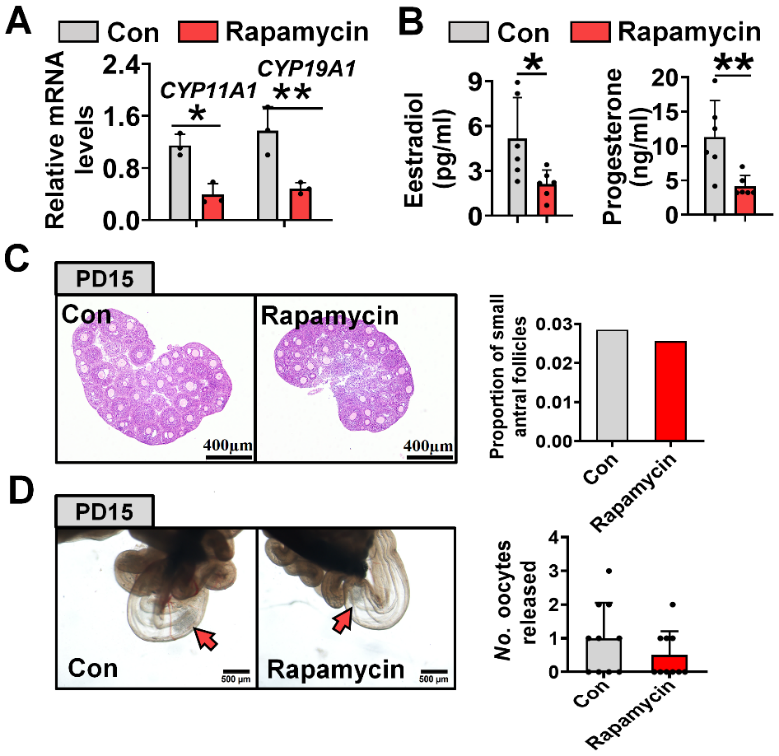

**Figure S10.** **Effects of rapamycin injection on the proportion of small antral follicles in the ovary of PD15 (related to Figure 5).** (A) Effect of rapamycin injection on the expression of *CYP11A1* and *CYP19A1*, n = 3 biologically independent ovaries. (B) Effect of rapamycin injection on estradiol and progesterone, n = 6 mice. (C) Effect of rapamycin injection on the proportion of small antral follicles, n = 3 biologically independent ovaries. (D) Superovulation was performed to verify the effect of rapamycin on the proportion of small antral follicles, n = 10 oviducts, collected from 5 mice. The red arrow indicates the oocytes released into the oviduct. Statistical signiﬁcance was determined using *Chi*-square test (Fig. S10C), and two-tailed unpaired Student’s t-test, values were mean ± SD. *P<0.05, **P<0.01. The experiments were repeated three times independently, and similar results were obtained.

**
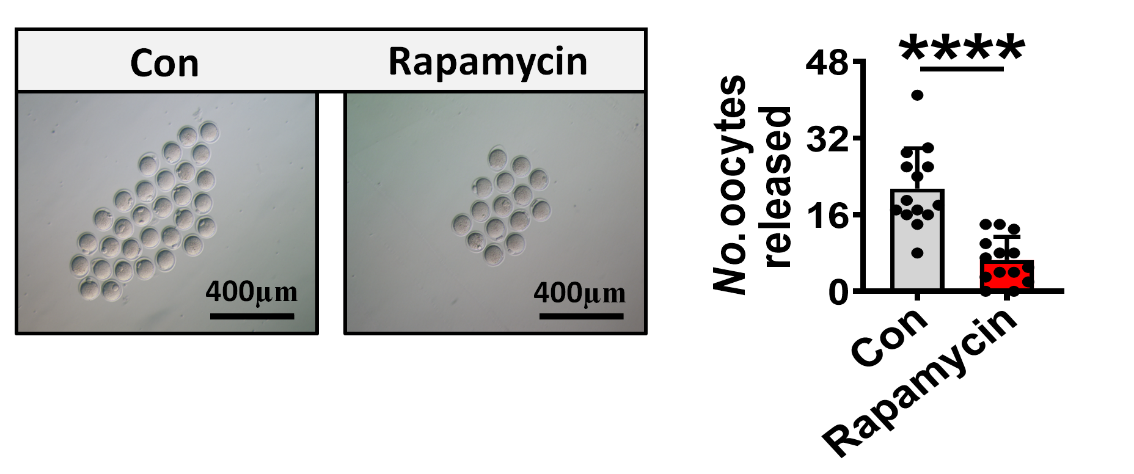
**

**Figure S11. Superovulation was performed to verify the effect of rapamycin injection on the proportion of small antral follicles (related to Figure 5).** n = 14 oviducts, collected from 7 mice. Statistical signiﬁcance was determined using two-tailed unpaired Student’s t-test, values were mean ± SD. ****P<0.0001.The experiment was repeated three times independently, and similar results were obtained.

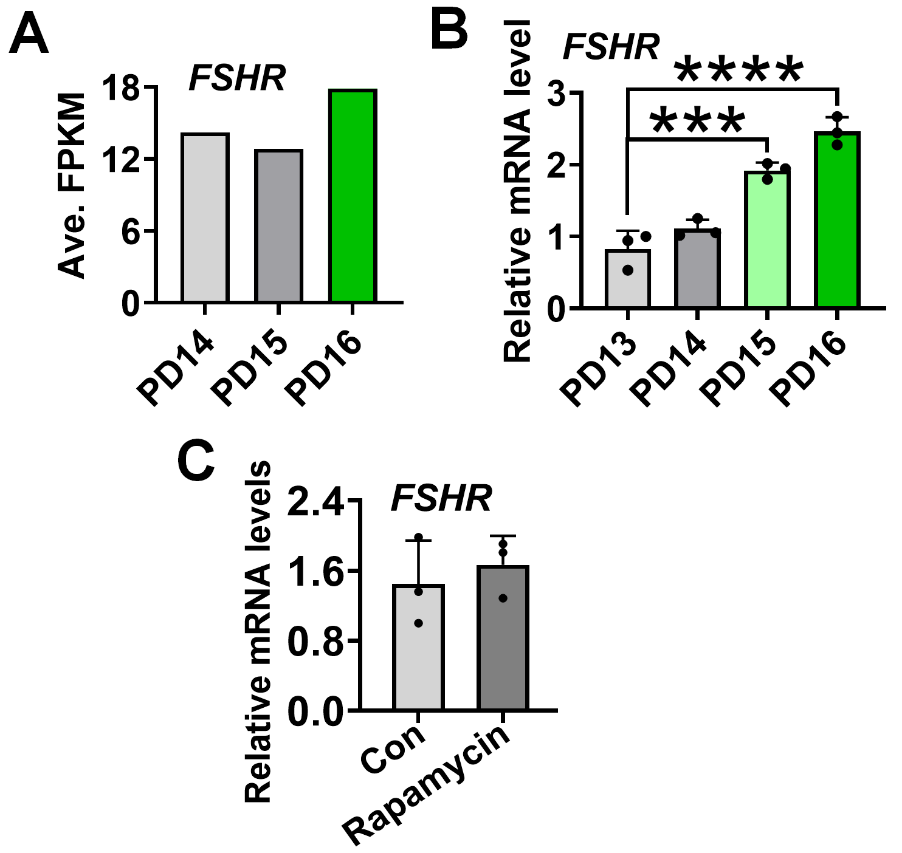

**Figure S12. *FSHR* was upregulated during iFFA and was not affected by rapamycin tratment (related to Figure 6)**. (A) Transcriptome showed that the FPKM value of *FSHR* increased during iFFA. (B) qRT-PCR suggested that the expression of *FSHR* was upregulated during iFFA, n = 3 biologically independent ovaries. (C) Effect of rapamycin injection on the expression of *FSHR* in ovary, n = 3 biologically independent ovaries. Statistical signiﬁcance was determined using one-way ANOVA followed by Tukey’s post hoc test (B), and two-tailed unpaired Student’s t-test (C). Values were mean ± SD. ***P<0.001, ****P<0.0001. B, C was repeated three times independently, and similar results were obtained.

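Fig. S12A plots the FPKM of Fshr, the gene of the FSH receptor, on each day. In the deposited tables, its FPKM was 11.6, 15.0 and 16.0 in the libraries of PD14, with a mean of 14.2 ± 2.29 (SD, n = 3). At PD15, it was 13.2, 12.3 and 13.0, with a mean of 12.8 ± 0.482 (SD, n = 3). At PD16, it was 21.2, 16.9 and 15.6, with a mean of 17.9 ± 2.94 (SD, n = 3). The lowest PD16 library was below the highest PD14 library.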

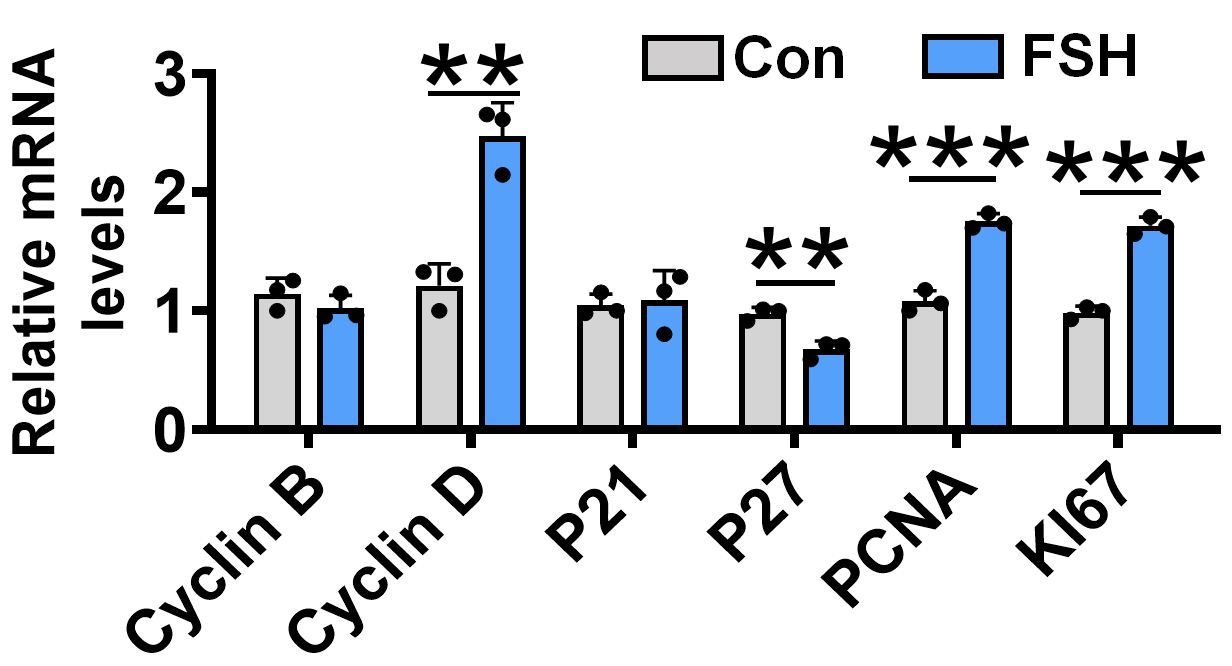

**Figure S13. FSH-injection upregulated the expression of proliferation-related genes (related to Figure 6)**. n = 3 biologically independent ovaries. Statistical signiﬁcance was determined using two-tailed unpaired Student’s t-test, values were mean ± SD. **P<0.01, ***P<0.001. The experiments were repeated three times independently, and similar results were obtained.

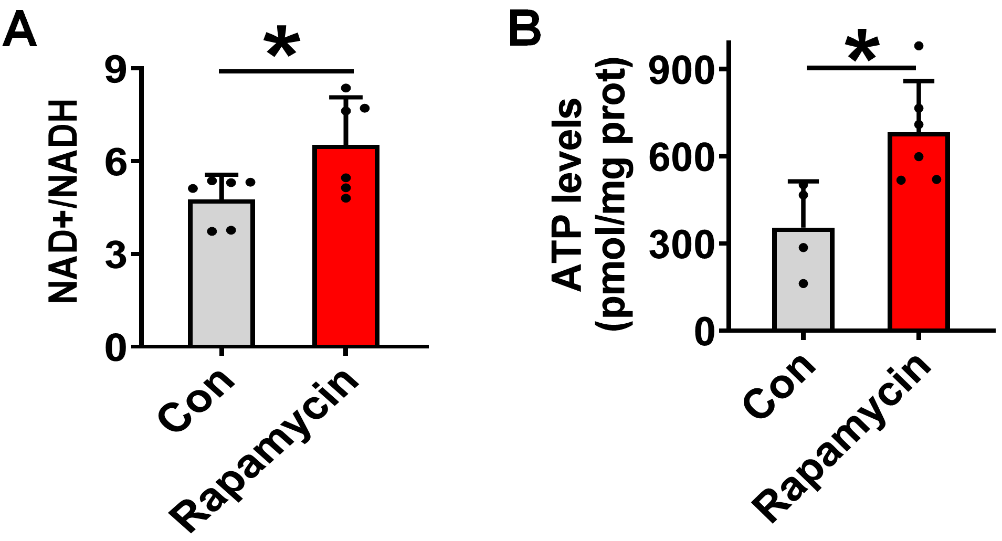

**Figure S14. The effect of rapamycin-injection on energy production in ovary of PD15 (related to Figure 5)**. (A) The ratio of NAD^+^/NADH in ovaries increased after Rapa injection, n = 6. (B) ATP contents in ovaries increased after rapamycin injection, n = 4 (Con), 6 (Rapamycin) biologically independent ovaries. Statistical signiﬁcance was determined using two-tailed unpaired Student’s t-test, values were mean ± SD. *P<0.05. The experiments were repeated three times independently, and similar results were obtained.

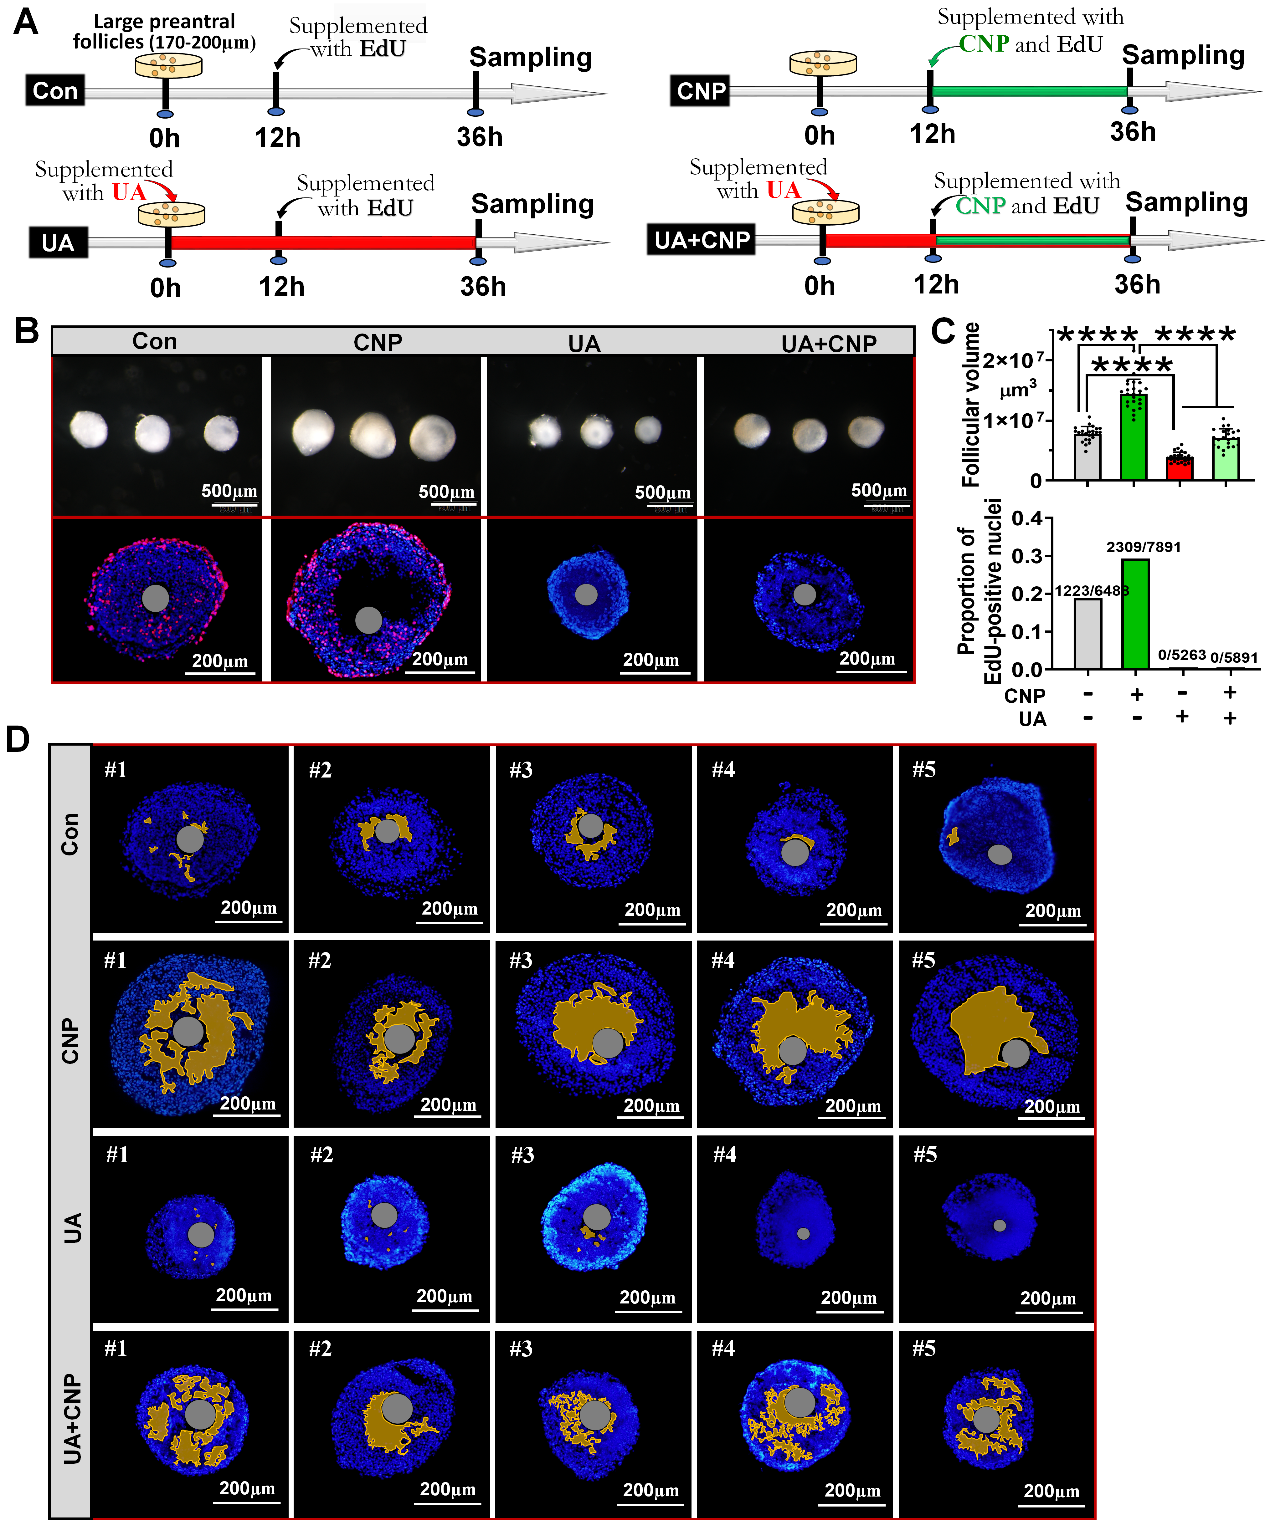

**FIGURE S15.** **CNP induced iFFA when follicular cell proliferation was blocke**d **(related to Figure 4)**. (A) Experimental design. UA is short for Urolithin A. (B) Representative photographs of follicles and follicular slices in each group, the red dots represented EdU-positive nuclei. (C) Changes in the follicular volume (n = 23-24 follicles) and the proportion of EdU-positive nuclei (n = 6 slices from independent follicles), (D) Changes in follicular antrum, n = 6 slices from independent follicles. The areas covered in yellow were follicular antra, and the areas covered in gray were the oocytes. Statistical signiﬁcance was determined using one-way ANOVA followed by Tukey’s post hoc test, values were mean ± SD. ****P<0.0001.

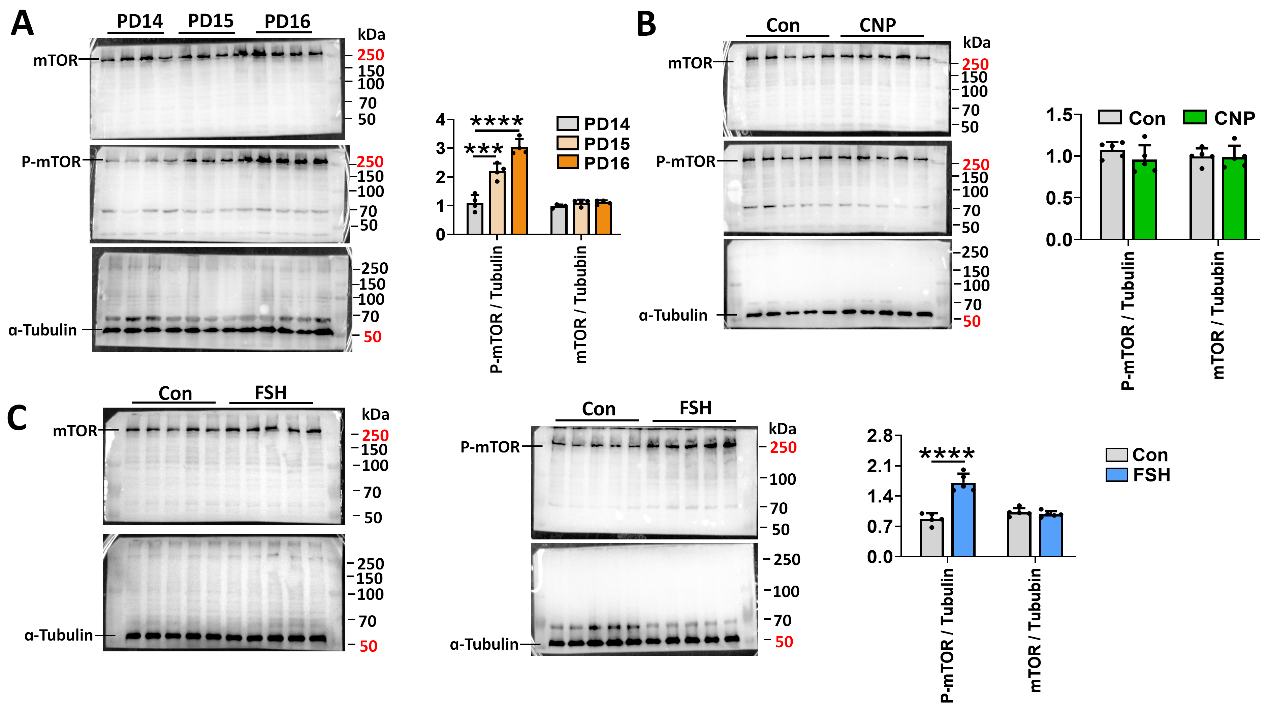

**FIGURE S16**. **The full western blots.** (A) Changes in the phosphorylation of mTOR in ovaries during iFFA (related to Figure 2N). (B) Effect of CNP injection on mTOR phosphorylation. (C) Effect of FSH injection on mTOR phosphorylation (related to Figure 6E). Statistical signiﬁcance was determined using one-way ANOVA followed by Tukey’s post hoc test (A), and two-tailed unpaired Student’s t-test (B, C). Values were mean ± SD. ***P<0.001, ****P<0.0001.

**
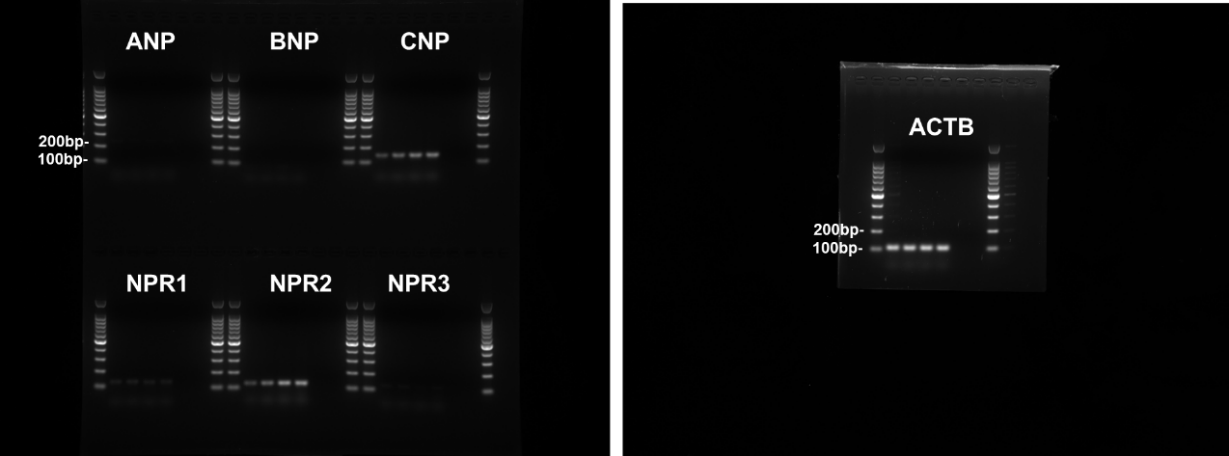
**

**Figure S17. Original agarose gel eletrophoresis in Figure 4A**

How the deposited data were processed for this re-analysis (not part of the article)

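RNA sequencing of mouse ovaries at PD14, PD15 and PD16 was covered, with 9 libraries and 3 for each day. The authors deposited FPKM, that is mapped fragments scaled by transcript length and library depth, in 1 table for each library, and these values were used as deposited. The paper's text does not name the aligner, the genome build or the annotation behind the FPKM. The labels give the tissue as ovary and the source as granulosa cells, and the libraries were grouped by day as ovaries, as in the paper.

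The tables list 52025 genes, of which 50462 (97.0%) have an identifier in GENCODE M21. This annotation was used for exon lengths and identifiers only, and no coordinates are given. Biotypes were those of the deposited tables. A gene was kept under its identifier, since 1543 genes share a symbol with another gene. In each library, 93.4% to 93.8% of the low FPKM were whole multiples of the step of a single fragment. This step gave a depth of 20.4 to 28.7 M mapped fragments per library, with a median of 24.2 M. Library totals of FPKM ran from 308363 to 342803, and median-ratio factors between libraries from 0.994 to 1.01. No 2 libraries were identical.

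Values were analysed as log2(FPKM + 1), and 15495 genes with a mean FPKM above 1 on at least 1 day were tested. Tests between days used limma with an intensity trend, and p-values were adjusted by the Benjamini-Hochberg method. Single genes were also compared by an exact permutation test. The separation of the days was tested over all groupings of the libraries. Model profiles followed the 16 profiles of the Short Time-series Expression Miner for 3 time points. Gene lists were compared with the upregulated cluster by Fisher's exact test and between days by limma's camera. The versions were R 4.3.3, limma 3.58.1, Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and Matplotlib 3.10.9.

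The lists comprised 8 for functions (cell proliferation, cell junctions, secretory protein processing and trafficking, energy production, mTOR pathway, transcription and mRNA processing, epigenetic modification, blastocyst development), 8 for cell composition (oocyte, granulosa cell, theca and interstitial cell, stromal, blood cell, oviduct and epithelial, fat tissue and muscle markers) and 11 taken from the paper. The 21 lists with at least 5 tested genes entered the list tests. The samples, the tests behind the passages, the alternatives, the lists and the rule for naming genes were set before the data were examined, and each part after this one says which further tests were chosen later. By that rule, the genes named were those that the paper measures as transcripts, genes of a composition list that is reported, and for PD15 and PD16 against PD14 the 3 largest rises and 3 largest falls. The latter needed an adjusted p under 0.05 and no overlap between the libraries of the days compared. Other genes are named after their values were seen.

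The alternatives were other pseudocounts, expression filters, scalings and limma settings, the replicate number as a block, other sets of profiles and minimum changes, other list tests, and each library left out in turn. The method was tested on simulated data of 15495 genes. Of 200 changed genes, 55.5% were recovered at a log2 change of 0.5 between PD14 and PD16, 89.0% at 1 and 98% at 2. Of 4000 genes simulated from a known profile, 94.2% were assigned to it. These genes changed by the whole steps of the profiles on the log2 scale, with little noise. The median range of the day means in the upregulated cluster was only 0.20, so this share does not measure how well such small changes are assigned. Measurements by qRT-PCR, RT-PCR, Western blot and imaging and the embryo transcriptomes were left out, since the libraries do not hold them. The result of 1 gene that the paper measures is not reported here.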

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

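The largest changes and the composition lists follow rules set before the data were examined, whereas the tests on transcript class, on genes specific to PD15 and on length and scaling for the oocyte markers were chosen after the result was seen.

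The largest changes without overlap between the days were in genes that the paper's text does not name. At PD15 against PD14, the processed pseudogene Gm11585 changed by -2.95 on the log2 scale (limma adjusted p = 0.00634), the unannotated locus that the files number 769 by -2.54 (limma adjusted p = 0.0345) and Pcna-ps2, a pseudogene by its name and protein-coding in the tables, by -2.27 (limma adjusted p = 0.0377). The unannotated locus that the files number 295 changed by 2.36 (limma adjusted p = 0.00634), the processed pseudogene Gm1821 by 1.67 (limma adjusted p = 0.0499) and the small nucleolar RNA Gm23083 by 1.66 (limma adjusted p = 0.0487). At PD16 against PD14, locus 769 changed by -2.55 (limma adjusted p = 0.0148), the ribosomal RNA gene Gm26280 by -1.63 (limma adjusted p = 0.0275) and the processed pseudogene Gm44126 by -1.62 (limma adjusted p = 0.0151). Mir7655 rose by 1.71 (limma adjusted p = 0.0192), the protein-coding gene Dynap by 1.68 (limma adjusted p = 0.0100) and the antisense gene Gm45260 by 1.68 (limma adjusted p = 0.00419). With each library left out in turn, Dynap, Gm45260 and locus 769 at PD16 kept an adjusted p under 0.05 in all 9 fits, and each of the others lost it in 1 to 8 fits.

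Of the 69 genes called with a log2 change over 1 at PD15 or PD16 against PD14, 35 (50.7%) were not annotated as protein-coding, against 19.4% of the genes tested (Fisher's exact p = 5.2e-09). Reads shared between near-identical copies, or very short transcripts, may account for part of these changes, and the strand of the libraries is not given. Of the 25 genes that differed at PD15 from both other days, 11 (44.0%) were not protein-coding (Fisher's exact p = 0.00436). For PD14, the number was 10 of 49 (20.4%, Fisher's exact p = 0.857), and for PD16 14 of 55 (25.5%, Fisher's exact p = 0.304). A variant carried by the animals of PD15 could give the share at PD15. Since the litters are not given, it cannot be told apart from an effect of the day.

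The oocyte markers rose and then fell. Of 24 markers, 20 were higher at PD15 than at PD14, with a median log2 change of 0.18 (camera in limma, adjusted p = 2.2e-04), and 18 were lower at PD16 than at PD14, with a median log2 change of -0.21 (camera in limma, adjusted p = 0.00104). Without PD14 replicate 2, the adjusted p at PD15 was 0.0682. Under limma's fry, the adjusted p was 0.328 at PD15 and 0.239 at PD16. The fall kept an adjusted p of 0.00386 in camera with the length trend of each library taken off and of 2.4e-04 with quantile normalization. From PD15 to PD16, all 24 markers fell, with a median log2 change of -0.32. A change in the share of oocyte RNA could give such a pattern, and it cannot be told apart from regulation within oocytes. Of the named markers, Nlrp5 rose by 0.76 at PD15 (limma adjusted p = 0.0377), while Bmp15 rose at PD16.

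The blood cell markers fell at PD15. Of the 6 tested, 1 was higher than at PD14, with a median log2 change of -0.97 (camera in limma, adjusted p = 0.00241, and 9.9e-05 to 0.0128 with each library left out). Hba-a1 fell by 1.35 on the log2 scale (limma adjusted p = 0.0381). The list varied within days (SD 0.252), with mean deviations of 0.00, 0.55 and 0.69 in the PD14 libraries. Under fry, the adjusted p was 0.150, and with an estimated correlation 0.517 in camera. At PD16 against PD14, the median was -0.49 (camera in limma, adjusted p = 0.175, and 0.0178 without PD14 replicate 1). The amount of blood left in the dissected ovaries may differ between libraries.

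The oviduct and epithelial markers fell at PD16. Of the 10 tested, 7 were lower than at PD14, with a median log2 change of -0.23 (camera in limma, adjusted p = 0.00104), and the adjusted p was 0.00997 under fry and 0.226 with an estimated correlation. The called genes were Krt8, Krt18 and Krt19, which fell by 0.48, 0.45 and 0.42 on the log2 scale. The list could follow the surface epithelium of the ovary as well as attached oviduct, and no test here separates them.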

How the results depend on the processing

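All alternatives were set before the data were examined, and none of them was chosen after the result was seen. DESeq2 and edgeR on counts were not run, since the tables hold FPKM.

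Without a filter on low values, 33957 genes were tested, and 95 differed among the days (76 of them among the 469), 29 between PD14 and PD15 (18 shared), 172 between PD14 and PD16 (147 shared) and 24 between PD15 and PD16 (19 shared). With only the 2 days compared in the model, 47 genes differed between PD14 and PD15 (38 shared) and 320 between PD14 and PD16 (291 shared). With the replicate number as a block (replicate block), the numbers were 127, 24, 227 and 56. The replicate numbers do not pair samples, since residuals of libraries with the same number had a mean correlation of -0.026 over 9 pairs, so these values say nothing on the strength of the results.

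With each library left out in turn, the number that differed among the days ranged from 100 (without PD14 replicate 3) to 354. Between PD14 and PD15, it ranged from 3 (without PD15 replicate 1) to 92, between PD14 and PD16 from 92 (without PD16 replicate 1) to 660, and between PD15 and PD16 from 14 (without PD15 replicate 1) to 125. Fewer libraries also give less power, and the cause of single drops was not tested. Genes between PD14 and PD16 rose more often than they fell, 366 against 293, but with quantile normalization the numbers were 363 and 365.

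The upregulated cluster held 933 genes at a minimum change of 0.5, 264 at a minimum change of 1, and 2905 with only profiles 11, 12 and 13. The number of lists enriched in it was 3, and it fell to 0 at a minimum change of 0.5 and rose to 5 with only profiles 11, 12 and 13. With a library left out, 2 (without PD14 replicate 2) to 5 (without PD15 replicate 2) lists were enriched. Of the alternatives set for the size of the cluster alone, the median of the 3 libraries of a day left 1 list enriched, the cell proliferation genes, profiles 9 to 15 gave 4, a mean FPKM above 1 on every day gave 3, and a minimum change of 1 gave 0. The number of lists that shifted at PD15 fell from 4 to 1 with an estimated correlation and to 1 under fry, and ranged from 4 (without PD14 replicate 1) to 8 (without PD14 replicate 2). At PD16, it fell from 7 to 1 with an estimated correlation. Each time 1 shifted list was left, it was the secretory protein genes, which the authors drew from these same libraries.

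Directions reversed only for results that were not called. At PD15 against PD14, the adjusted p after reversal was 0.999 under fry for the tight junction genes of the paper, the mTOR genes of the paper and the cell junctions, and 0.997 with the replicate block for the mTOR genes of the paper. At PD16 against PD14, cell junctions reversed with quantile normalization (adjusted p = 0.701). Aqp2 at PD15 changed by -0.10 on the log2 scale with a pseudocount of 0.1.

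With libraries left out, directions reversed in 1 to 3 of the 9 fits of some results. The ranges are those of the adjusted p over all 9 fits, and their ends are not always fits that reversed. At PD15 against PD14, directions reversed for the tight junction genes of the paper (camera adjusted p from 0.747 to 0.989), the ion pump genes of the paper (0.368 to 0.951), the mTOR genes of the paper (0.838 to 0.989), the proliferation genes of the paper (0.785 to 0.989), cell junctions (0.311 to 0.989), energy production (1.3e-04 without PD15 replicate 3 to 0.9998 without PD15 replicate 2) and epigenetic modification (0.0368 without PD14 replicate 2 to 0.993). The lowest values of the last 2 lists came from fits that kept the direction. At PD16 against PD14, they reversed for the energy genes of the paper (0.258 to 0.942), cell junctions (0.498 to 0.924), energy production (0.0298 without PD16 replicate 1 to 0.673) and the theca and interstitial cell markers (0.357 to 0.679). Without PD16 replicate 1, energy production kept its direction. For single genes at PD15, the log2 change ranged from -0.10 to 0.14 for Npr2 and from -0.32 to 0.44 for Aqp2. The cause was not tested.

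Among the fits without a library, 89 were weaker, 30 stronger, 73 moved and 26 reversed over 62 results, including those above. Among the other alternatives, 34 were weaker, 8 stronger, 34 moved and 6 reversed over 49 results.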

Differences from the paper's values

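The tests compared here were set before the data were examined, and the genes given single values in the later paragraphs were chosen after the result was seen.

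For profile 12, the negative log10 of the binomial p is about 110 in Fig. 2B, read by eye, and 31.3 in the repeated assignment. No alternative set before the data were examined came close to the paper's value, the highest being 44.9 without PD14 replicate 2. For profile 11, it is about 29 in Fig. 2B, read by eye, and 8.14 here. Of the alternatives set before the data were examined, only the assignment without PD14 replicate 1 came close, with 24.2, and the others gave 0.196 to 15.1.

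The paper states that the upregulated cluster is enriched for epigenetic modification, cell junctions, energy production and mTOR terms. With lists written for these functions, the adjusted Fisher p was 0.417, 0.998, 0.998 and 0.556. The paper instead tested GO terms on its own cluster, of about 4600 genes as read by eye from the figure, against 5873 here. Both the gene sets and the cluster differ, so these values do not repeat its test. The epigenetic list was enriched at an adjusted Fisher p of 0.0195 without PD15 replicate 3, and the others under no setting. For transcription and trafficking, the adjusted Fisher p was 0.202 and 0.307, and in profiles 11, 12 and 13 alone 5.0e-05 and 2.8e-04. With profiles 9 to 15 it was 0.0377 and 0.00371, and without PD15 replicate 2 it was 0.0280 and 0.0432. Without PD16 replicate 3 it was 0.0275 for trafficking. For blastocyst development, it was 0.0565, and 8.4e-04 in profiles 11, 12 and 13 alone, and it was under 0.05 in 5 of the 9 fits that each left out 1 library.

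The paper states that Fshr rises in its RNA sequencing. Its log2 change at PD16 against PD14 was 0.31 with an adjusted p of 0.185 in limma, and no setting called it over all genes tested. Fshr is the only gene of its list, and adjusted over that list alone it was called at PD16 against PD14. For a single gene, this leaves the p-value without any adjustment.

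Other statements of the paper rest on qRT-PCR or on RT-PCR with gels, the latter for Nppc and Npr2. The paper states that Nppc rises, whereas its FPKM here was 27.1 at PD14, 18.6 at PD15 and 16.9 at PD16, a log2 change of -0.65 at PD16 (limma adjusted p = 0.0294, and 0.0157 to 0.10 with each library left out). The paper states that Cyp19a1 and Cyp11a1 rise. The FPKM of Cyp19a1 was 5.11, 2.94 and 2.37, a log2 change of -0.84 at PD16 (limma adjusted p = 0.0316, and 0.0256 to 0.10 with each library left out). The FPKM of Cyp11a1 was 46.8, 25.2 and 32.8, with a log2 change of -0.91 at PD15 (limma adjusted p = 0.243) and -0.61 at PD16 (limma adjusted p = 0.304). Npr2, which the paper also states to rise, changed by 0.37 at PD16 (limma adjusted p = 0.127).

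The paper states that Slc2a10 rises on PD15 and that Pfkm, Pkm, Pdha1, Cs and Ogdh rise. The log2 changes at PD15 were 0.08 for Slc2a10, -0.19 for Pfkm, 0.04 for Pkm, 0.00 for Pdha1, -0.05 for Cs and 0.02 for Ogdh, and none was called. For genes of hydrophilic secretory proteins, which the paper states to rise, Itih2 changed by -0.17 at PD15 and 0.33 at PD16 and Cspg4 by -0.03 and -0.04, none of them called. Itih4, Has2 and Tnfaip6 were under an FPKM of 1 on every day.

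The paper ranks Cldn4 first among the tight junction genes and Aqp2 first among the aquaporins by mRNA. At PD14, the FPKM of Cldn4 was 6.89 and those of Tjp1 and Cldn5 33.5 and 33.2, and the FPKM of Aqp2 was 0.803 and that of Aqp1 14.5.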

Other observations

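The regroupings, the scaling, expression and length tests on profiles 11, 12 and 13 and the list tests for oocyte, blood and oviduct were written before their own results were seen, while those on theca cells, muscle, the furthest falls, proliferation length and the energy spread were chosen after the result was seen.

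Regrouping the libraries asked how far chance could give the counts. Of 100 groupings of the 9 libraries, only 1, the real one, gave as many genes that differ among the days, and the highest other number was 39. For each pair of days, 1 of 10 splits of the 6 libraries, the real one, gave as many called genes, and the other splits gave 0. With 10 splits, chance cannot be told apart from an effect of the day. For the list shifts at PD15 against PD14, 7 of 10 splits gave as many, with up to 9 lists in another split. For those at PD16 against PD14, only 1 did, with up to 6 in another split. The number of lists that shifted at PD15 is therefore not separated from differences between single libraries, and the splits were not made for single lists.

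For the upregulated cluster, 68 of 100 assignments of the libraries to the days gave as many genes, with a median of 6016. This suggests that the size of the cluster, as drawn, carries little information on the order of the days. For profiles 11, 12 and 13 alone, 3 of 100 assignments gave as many, with a median of 2205. These profiles were set beforehand as an alternative for the cluster, but their excess was picked for testing after the counts of each profile were seen. Fig. 2B also gives them a low binomial p from these same libraries. Their excess and the list enrichment in them are therefore not independent of the data. It was not removed by rescaling with median ratios (18.3% of genes, 13.9% expected), among 6183 genes with a mean FPKM above 10 (22.9%, 13.6% expected) or after the length trend was taken off (17.8%, 14.1% expected). With a minimum change of 0.5 on the log2 scale, the excess was gone (315 genes, 314 expected). These values leave room for a gradual change in many genes, in most of them by amounts too small to call. Of the 2905 genes, 220 (7.57%) were called as higher at PD15 or PD16 than at PD14.

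Changes in the cell composition of the ovary could add to the changes in gene lists. The median log2 change of the oocyte markers from PD14 to PD16 was -0.21, so a lower share of oocyte RNA may account for some falls. Of the 293 genes called as lower, 46 fell further than every oocyte marker by more than 2 standard errors, but these genes were chosen for their fall, so the number decides nothing and the share of oocyte RNA stays open. The oviduct and epithelial markers had a median of -0.23 (camera in limma, adjusted p = 0.00104), which argues against more oviduct tissue at PD16. The blood cell markers had a median of -0.49, with 5 of the 6 lower, but the shift was not called (camera in limma, adjusted p = 0.175). Of the 9 fits without a library, 1 called it, without PD14 replicate 1 (camera adjusted p = 0.0178). The 1 called marker, Lyz2, rose by 0.74, so a larger share of blood cells stays open. The 3 most abundant theca and interstitial cell markers, Hsd3b1, Aldh1a1 and Ptch1, had a median of -0.49, whereas 5 of the 10 markers of the list rose and 5 fell, with mean deviations of 0.15, -0.26 and 0.12 in the PD16 libraries. A larger share of theca cells therefore also stays open. The muscle markers had a median of 0.22 (camera in limma, adjusted p = 0.364), and the called gene was Cnn1, which rose by 0.61, so muscle is left open. The granulosa cell, theca and stromal lists had medians of -0.07, 0.02 and -0.06, with a camera adjusted p of 0.604 for each. In the granulosa cell list, Amh rose by 0.47, while Cyp19a1 and Kitl fell by 0.84 and 0.50. Of the fat tissue markers, 1 was tested, Plin1, which changed by -0.50 at PD16 (limma adjusted p = 0.0294).

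All 24 oocyte markers were above an FPKM of 1 in every library, the lowest value being 7.93. This indicates that the libraries were not made from isolated granulosa cells, as the source label has it, and is in line with the ovary of the paper.

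The rise of the cell proliferation genes at PD16 was not removed by taking off the length trend of each library (camera in limma, adjusted p = 4.3e-08), although fry and an estimated correlation did not call it. The same step was taken for all lists, and the blastocyst list lost its call at PD16 (camera in limma, adjusted p = 0.0643). The proliferation genes moved together within libraries, as PD16 replicate 3 lay at -0.08 and the other PD16 libraries at 0.15 and 0.18. Ovaries at different stages could give this, but no test here shows it. On the first principal component, which orders the days, PD16 replicate 3 lay at 14.4, between the others at 12.3 and 17.5. For the energy production genes, 71.2% of the SD between libraries of the same day was left after the length trend was taken off, so the trend accounts for part of it, and its share stays open. Since 3 libraries per day vary this much, more ovaries per day would be needed to place the energy and proliferation lists.

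The tested lists of genes that the paper measures by qRT-PCR did not shift. At PD16 against PD14, the camera adjusted p in limma was 0.186 for the tight junction genes (median log2 change -0.13), 0.751 for the ion pump genes, 0.604 for the energy genes and 0.604 for the mTOR genes. Their adjusted Fisher p in the upregulated cluster was 0.789, 0.399, 0.989 and 0.998. The mTOR genes include Akt1s1 and Deptor, inhibitors of mTOR, and the paper shows these genes after rapamycin (Fig. S9B). A test for 1 direction over them therefore does not decide on the pathway. Apart from Fshr, the paper measures 56 genes by qRT-PCR or RT-PCR, some of them only after rapamycin or FSH and some not stated to rise, and 46 were tested here. At PD15 against PD14, 22 rose and 24 fell, and 1 was called, Aqp12, which rose by 0.58 on the log2 scale (limma adjusted p = 0.0377). This call was lost in 8 of the 9 fits without a library (limma adjusted p from 0.0448 to 0.141). At PD16 against PD14, 20 rose and 26 fell, and 2 were called, Nppc and Cyp19a1, both lower.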
